# Lung disease in relation to unique monocyte-macrophage subpopulations induced by combined inhalant endotoxin and collagen-induced arthritis

**DOI:** 10.3389/fimmu.2025.1557583

**Published:** 2025-04-09

**Authors:** Jill A. Poole, Aaron Schwab, Geoffrey M. Thiele, Todd A. Wyatt, Amy J. Nelson, Oliver W. Schanze, Angela Gleason, Michael J. Duryee, Bryant R. England, Ted R. Mikuls

**Keywords:** lung, autoimmunity, macrophage, monocyte, inflammation, fibrosis, transcriptome, imaging

## Abstract

**Background:**

Lung disease is the most overrepresented cause of death in rheumatoid arthritis (RA). Animal studies have demonstrated potentiated autoimmunity, arthritis, and profibrotic/inflammatory lung disease with a combination of airborne exposures and collagen-induced arthritis (CIA), a model that recapitulates features of RA-associated interstitial lung disease (RA-ILD). As patients with RA-ILD demonstrate unique circulating monocyte subpopulations, this study aims to characterize lung infiltrating monocytes/macrophages in a mouse model of RA-ILD and determine whether reducing these cells mitigates the development of lung disease.

**Methods:**

Autoimmune-prone DBA/1J mice received intranasal inhalation of lipopolysaccharide (LPS) daily for up to 5 weeks and CIA induction. Experimental groups included Sham (saline injection/saline inhalation), CIA (CIA/saline), LPS (saline/LPS), and CIA+LPS (CIA/LPS). Lung disease was assessed by longitudinal imaging, lung function measurements, bronchoalveolar lavage fluid, lung tissues, and lung histopathology. Cell subpopulations were analyzed by single cell RNA-sequencing and flow cytometry. Intravenous clodronate liposome administration was employed to reduce circulating monocytes.

**Results:**

Longitudinal imaging demonstrated increased lung volume and tissue density in CIA+LPS mice. Lung function assessment showed reduced compliance and increased airway resistance with dual exposure. Unsupervised clustering revealed 16 discrete clusters among the experimental groups with robust clusters of monocytes/macrophages of overlapping characteristics for both CIA+LPS and CIA. By flow cytometry, dual CIA+LPS exposure induced activated CD11c^+^CD206^+^CD11b^+^MHC Class II^hi^CD80^+^ alveolar macrophages, CD11c^mid^CD206^-^CD11b^+^Ly6C^hi^(and Ly6C^lo^)MHC Class II^hi^CD80^+^CD86^+^ interstitial macrophages, and CD11c^-^CD11b^+^Ly6C^hi^MHC Class II^hi^CD80^+^CD86^+^ monocytic-like cells. MHC Class II^hi^-expressing cells across monocyte/macrophage subpopulations of CIA+LPS treated mice were more aligned with CIA than LPS alone. Intravenous clodronate liposome administration reduced CIA+LPS-induced both CD11c^+^CD11b^+^ and CD11c^mid^CD11b^+^ lung macrophages, neutrophils, lymphocytes, inflammatory/pro-fibrotic mediators, and expression of vimentin and citrullinated and malondialdehyde acetaldehyde (MAA)-modified proteins/lung autoantigens.

**Conclusion:**

The interaction of inhalation-induced airway inflammation and autoimmune arthritis results in lung disease associated with uniquely activated infiltrating inflammatory interstitial macrophages. Moreover, depletion of circulating monocytes attenuated lung disease. Whereas the induced interstitial macrophage immunophenotype is more aligned to CIA than endotoxin exposure, co-exposure modeling renders unique features that potentially inform the pathogenesis and treatment of RA-ILD.

## Introduction

Rheumatoid arthritis (RA) is a debilitating autoimmune disease that is frequently associated with a number of extra-articular manifestations including interstitial lung disease (ILD) (1). Whereas subclinical lung disease affects up to 40% of individuals with RA, clinically relevant ILD impacts up to 10% of patients and respiratory-related diseases are among the leading causes of death in men and women with RA (2–4). The pathogenesis of RA-associated ILD (RA-ILD) is complex with roles for autoimmunity, dysregulation of inflammatory and fibrotic pathways, oxidative stress, and exposures to (5) various environmental and occupational factors in genetically susceptible persons (2, 6, 7). Several inhalant environmental and occupational factors are associated with RA and RA-related lung disease including tobacco smoke, air pollutants, military-related exposures, agriculture, textile, silica, construction, and more (7). As endotoxin is an important component of many of these exposures including agriculture, textile, tobacco smoke, silica, military-related exposures and air pollutants (8–13), it is often utilized to model environmental/occupational inhalant exposures. Interestingly, the link between occupational and other environmental exposures and RA risk is well established in men but less clear in women (14). Whereas cellular mediators of RA-ILD have been postulated to be neutrophils, macrophages, and lymphocytes (15), recent studies have identified increasing myeloid cell subpopulations (particularly monocytes/macrophages) as playing a central pathogenic role in disease development (16–18).

High peripheral blood monocyte counts have been associated with poor prognosis in RA-ILD (16), and we recently found increases in circulating intermediate and nonclassical monocytes (as opposed to classical monocytes) as well as increased monocytic myeloid derived suppressor cells in RA-ILD patients (17). Moreover, circulating monocytes in individuals with RA-ILD demonstrate unique innate immune and fibrotic gene expression profiles compared to patients with idiopathic pulmonary fibrosis, patients with RA without lung disease, and those without autoimmunity and lung disease (18). Although it is likely that these alternatively activated and/or suppressed circulating monocytes ultimately impact lung disease, their potential role in mediating RA-ILD remains unclear. Animal modeling of RA-ILD represents an important strategy to understand disease mechanisms and explore potential interventional strategies. We have previously combined repetitive inhalant airborne hazard exposures (e.g., endotoxin, agriculture organic dust extracts) with collagen-induced arthritis (CIA) in mice as a model of RA-ILD. This model demonstrates several features resembling human RA-ILD including potentiated autoimmunity, arthritis, expression of post-translationally modified lung autoantigens (i.e., citrullinated and malondialdehyde acetaldehyde (MAA)-modified proteins), and pro-fibrotic and pro-inflammatory lung disease characterized by increased lung infiltrates comprised of macrophages, lymphocytes, and neutrophils (19–22).

With the development of newer technologies, new dimensions of the richness and heterogeneity of lung mononuclear phagocytes, including resident and recruited monocytes and macrophages that can adapt to the lung microenvironment to contribute to lung homeostasis, inflammatory stimuli, scavenging, fibrosis processes and immune surveillance exist (23–28). Although tissue-resident macrophages such as alveolar macrophages (AM) may be seeded during embryonic development and maintained in the absence of monocyte recruitment (29), it has also been suggested that circulating monocytes participate in the response to stimuli and the renewal of both AM and interstitial macrophages (IM) as well as persist in the lung as monocytic-like cells (26, 27, 30). The immunophenotype of combined airborne hazard exposure with arthritis induction (CIA)-induced lung monocyte-macrophage subpopulations has not been detailed nor has their role been known, which is the aim of this current study.

The objectives of this study were to leverage the combination of inhalant endotoxin (lipopolysaccharide, LPS) and CIA (CIA+LPS) to further characterize the lung pathology and lung function consequences of this model relative to LPS alone, CIA alone, and control mice and apply single-cell RNA sequencing and unsupervised clustering to resultant lung immune cells. Next, lung monocyte-macrophage subpopulations were delineated across groups followed by studies examining the impact of selective depletion of circulating monocytes to better understand the contribution of these cells to RA-ILD development.

## Methods

### Animal exposure model

An established 5-week exposure model (19, 20) was utilized whereby mice were randomized to 1 of 4 experimental groups including Sham (saline injection/saline inhalation), LPS alone (saline injection/LPS inhalation), collagen-induced arthritis (CIA) alone (CIA induction/saline inhalation), and CIA+LPS co-exposure (CIA injection/LPS inhalation). DBA/1J mice (age 6-8 weeks) were purchased from Inovtiv (Indianapolis, IN) and allowed to acclimate for one week prior to initiation of experiments. Male mice were utilized for all studies because we have previously demonstrated that female mice were profoundly less susceptible to development of lung disease in the setting of arthritis induction (19). CIA was induced as per the Chondrex protocol (Chondrex, Inc, Redmond, WA) (22). Airway inflammation was induced using an established model of repetitive intranasal LPS inhalation (19). Under light sedation with isoflurane, mice received 100 ng of LPS from gram-negative *Escherichia coli* (O55:B5; Sigma, St. Louis, MO) in 50 μl of sterile saline or saline alone daily for up to 5 weeks (weekends excluded). Animals were euthanized 1 day after the final LPS exposure by isoflurane followed by exsanguination (right axillary blood collection). No respiratory distress, signs of stress, or significant weight loss (defined as >20%) were observed throughout the exposure period.

All animal studies are detailed in accordance with the Animal Research Reporting *In Vivo* Experiments (ARRIVE) guidelines (https://arriveguidelines.org/). Animal procedures were approved by the Institutional Animal Care and Use Committee and were in accordance with the NIH guidelines for the use of rodents.

### Clodronate-induced systemic monocyte/macrophage depletion

In separate proof-of-principle studies, Sham and CIA+LPS co-exposed mice were administered encapsulated clodronate liposomes intravenously to deplete systemic monocytes and recruited monocyte-derived macrophages (31, 32). Prior to CIA injections and LPS inhalation exposures, control and clodronate liposomes (Liposoma Technology, Amsterdam, Netherlands; 200 μl x 5 mg/ml) were injected weekly x 2 doses into the tail vein. The timing used was based on the reported duration of effect with repletion of macrophages observed 1-2 weeks following clodronate administration (33). In these studies, co-exposure duration was limited to 2 weeks due to increased tail vein irritation/inflammation noted with weekly liposome injections plus CIA at ≥ 3 weeks.

### Micro-CT imaging

Progression of lung pathology was longitudinally and quantitatively determined using a live animal Quantum GX-2 micro-CT scanner (Perkin Elmer, Waltham, MA) with measurements at baseline and weekly for 5 weeks of treatment conditions. High-speed, 4-minute scans were performed utilizing an X-ray tube voltage of 90 kV and a current of 88 μA as previously described (34). Model construction and quantification were completed using 3D Slicer (5.6.2) software. Registration between baseline and subsequent scans was performed using the Elastix extension (35). Fibrosis progression is associated with increased lung volumes (i.e., increase in non-aerated lung volume) (36–39) and increased Hounsfield Units (HU) density distribution (i.e., increased tissue density) (40, 41).

### Invasive pulmonary function measurements

Lung function was assessed for dynamic compliance (Cdyn) and total lung resistance (R_L_) was invasively assessed via a tracheostomy tube at 5 weeks following treatment conditions using a computerized small-animal ventilator (FinePointe, Buxco Electronics, Wilmington, NC) as previously described (42).

### Arthritis evaluation

A semi-quantitative arthritis scoring system (Chondrex; www.chondrex.com) was applied weekly and based on hind-foot examination with score ranges from 0 (no inflammation) to 4 (erythema and severe swelling encompassing ankle, foot, and digits).

### Single-cell RNA sequencing

For these studies, 4-5 mice per treatment group were euthanized with whole lungs harvested after removal of blood from the pulmonary vasculature. Lungs were dissociated with gentleMACS Dissociator (Miltenyi Biotech, Gaithersburg, MD) in a digestion solution as previously described (43). Sample were then pooled by treatment group. Single cell suspensions processed for RNAseq generated from whole lungs were quantified and viability tested using a LUNA-FL™ Dual Fluorescence Cell Counter (Logos Biosystems, Annandale, VA). Single cells were isolated using a 10x Chromium controller per manufacturer’s suggested protocol (10x Genomics, Pleasanton, CA). Reverse transcription was performed on a thermocycler (C100 Touch™ Thermal cycler, Bio-Rad, Hercules, CA) per recommended protocol followed by cDNA amplification. Amplified products were solid phase reversible immobilization (SPIR) bead-purified and evaluated by Fragment Analyzer (Agilent, Santa Clara, CA). Twenty-five percent of the cDNA volume was subjected to fragmentation and double-sided SPRIselect (Beckman Coulter, Indianapolis, IN) was used for PCR purification. PCR products were purified, quantified, and library size distribution was determined by fragment Analyzer. Libraries were sequenced per the manufacturer’s suggested parameters on a NextSeq500 and sequenced to an average depth of 50,000 reads per cell.

### Single-cell RNA sequencing data processing

Cell Ranger Count tool uses STAR to align the reads to the mouse reference transcriptome. Aligned reads were filtered for valid cell barcodes and unique molecular identifiers (UMIs) and observed cell barcodes were retained. The default estimated cell count was used for this experiment. The resulting analysis files for each sample were then aggregated using the Cell Ranger aggr pipeline, which performed a between-sample normalization step and merged all samples into one.

The aggregated cell-by-gene count matrix was then used as the input for downstream analysis. The aggregated matrix was analyzed using the Loupe Browser (v.6.4; 10X Genomics) that allows easy visualization and analysis of Chromium single-cell 5′ and 3′ gene expression data and visualize UMAP plots, as well as normalized and annotated cell clustering and projection. To find the Differential Expression or Marker genes, we used the “globally distinguished” from the Significant Feature Comparison option to distinguish a cluster from every other cluster by using the p-value threshold (0.05) and log_2_ fold-change (FC) > 1 (upregulated) or < -1 (downregulated) to filter for significant genes. The data sets are deposited to the Gene Expression Omnibus (GEO) database with access number GSE284234.

### Flow cytometry

Total lung cells (bronchoalveolar lavage fluid remained intact) were quantified following tissue dissociation of right lung lobes (19). Single-cell suspensions were stained with LIVE/DEAD Fixable Dead Cell stain (Invitrogen, Carlsbad, CA) and incubated with CD16/32 (Fc Block, Biolegend, San Diego, CA) to minimize non-specific antibody staining. Cells were then stained with antibodies (BD Biosciences, Franklin Lakes, NJ unless otherwise stated) against mouse cell surface markers including rat anti-mouse CD45 (clone:30-F11), CD11b (M1/70), Ly6G (1A8), CD86 (GL-1), Ly6C (HK1.4), CD206 (C068C2), F4/80 (T45-2342), CD4 (RM4-5), C8a (53-6.7), CD19 (1D3, Invitrogen), MHC Class II (I-A/I-E) (M5/114.15.2, Cell Signaling Technology), hamster anti-mouse CD3e (145-2C11), Armenian Hamster anti-Mouse CD11c (N418, Invitrogen), or Armenian Hamster anti-Mouse CD80 (16-10A1). Cells were acquired on a BD LSRII Yellow/Green cytometer configured with 355-nm, 405-nm, 488-nm, 561-nm, 633-nm lasers. Post-acquisition, data were exported and stored using the flow cytometry standard (FCS) 3.1 format and analyzed using FlowJo software version 10.10 (FlowJo, Ashland, OR).

The gating strategy for identification of non-debris, singlets, live CD45^+^ cells is depicted in **Supplementary Figure 1**. Lung immune cells were gated and defined as neutrophils (CD11c^-^Ly6G^+^), CD3^+^CD4^+^ T cells, CD3^+^CD8^+^ T cells and CD19^+^ B cells, as previously reported (19, 31, 44). Monocytic and macrophage populations were first broadly categorized as alveolar macrophages (AM) (CD11c^+^CD206^+^CD11b^var^), interstitial macrophages (IM) (CD11c^mid^CD206^-^CD11b^+^), and monocytic-like cells (CD11c^-^CD206^-^CD11b^+^), based upon reports by others (45–47). Note, Fluorescence Minus One (FMO) controls were used to set the upper boundary for background signal for monocyte/macrophage subpopulation expression of CD206, MHC Class II, Ly6C, CD80, CD86 (**Supplementary Figure 2**). To further delineate subpopulations utilizing reports by others (45–47), “resting” AMs were defined as CD11c^+^CD206^+^CD11b^-^CD80^+^MHC Class II^lo^ (47). As recent reports by others have defined lung CD11c^+(hi)^CD206^+^CD80^+^ macrophages that highly express CD11b and/or MHC Class II as either activated AM or interstitial macrophages (IM) (27, 31, 45–48), in this current study, CD11c^+^CD206^+^CD80^+^MHC Class II^hi^CD11b^-^ were referred to as alternatively activated AMs and CD11c^+^CD206^+^CD80^+^MHC Class II^hi^CD11b^+^ as activated AMs. IMs (CD11c^mid^CD206^-^CD11b^+^) and monocytic-like cells (CD11c^lo^CD206^-^CD11b^+^) were delineated into descriptive subpopulations based upon MHC Class II and Ly6C expression with corresponding co-stimulatory molecule (CD80, CD86) expression by subpopulation. Ly6C is a glycoprotein utilized to identify lung macrophage and monocyte subpopulations in a steady state vs. activated/disease state with high Ly6C expression associated with inflammatory and “recruited” monocyte and macrophage status with conversion to low expression with resolution of disease processes (27). Moreover, Ly6C^hi^-expressing lung monocytes/macrophages has been associated with pro-fibrotic features (49). Correspondingly, MHC Class II high expression is characteristically associated with a “M1”-activated/inflammatory-like phenotype (27, 45–48). Lung cell population numbers were determined by multiplying percent gated by total lung cells.

### Clustering T-distributed stochastic neighbor embedding

We utilized t-distributed stochastic neighbor embedding (tSNE) as an unsupervised nonlinear dimensionality reduction algorithm to visualize the high dimensional flow cytometry data generated (50). The FlowJo tSNE platform computes clustering of data from user defined selection of cytometric parameters (50). To reduce noise, non-debris singlet, live CD45^+^, Ly6G^-^, lymphocyte gate^-^ events from a representative sample from each experimental group at 30,000 events/sample were concatenated into a single file and analyzed by tSNE with selection of cytometric parameters including FSC-A, SSC-A, and uncompensated CD11c, CD11b, Ly6C, MHC Class II, CD86, CD80, CD206, and F4/80 with the following technical options: iterations:1000, perplexity:20, learning rate:14,000, *k-*nearest neighbors (KNN) algorithm: Exact-vantage point tree, and gradient algorithm: Barnes-Hut. After computation, the embedded tSNE mapping of the combined 4 experimental groups is shown by contour plots of tSNE_1 vs. tSNE_2 with overlay labeling based upon the gating strategies. The 4 representative groups were also separated for visualization.

### Phagocytosis

To assay functional consequences associated with experimental conditions, phagocytic ability was determined for lung monocyte/macrophage subpopulations. Following dissociation of the left lung, cells from 2-3 mice were pooled and single cell suspensions were incubated with opsonized, fluorescein-conjugated *E. coli* BioParticles (Invitrogen) to quantify phagocytic activity. Cells were then placed on ice and incubated as described above for markers indicative of monocytes and macrophages (i.e., live/dead, CD45, CD11b, CD11c). Cells were then cold washed, fixed with 4% paraformaldehyde, and analyzed on a BD LSRII YG (Green Profile). CD11c^+^CD11b^var^, CD11c^mid^CD11b^+^, CD11c^-^CD11b^+^ cells were analyzed for BioParticle-associated fluorescence (44) with results presented as the percent of the cell population exhibiting Bioparticles (% Bioparticle +). To compare phagocytosis across experiments (2 independent experimental runs, n=10 mice/group total with 4 samples/group), the % Bioparticle + per mouse was divided by mean for same specific cell subpopulation in Sham mice to generate a phagocytic index.

### Lavage fluid cells and lung homogenate analyses

Bronchoalveolar lavage fluid (BALF) was collected using 3 x 1 mL of phosphate-buffered saline (PBS; pH 7.2). Total BALF cell counts from pooled lavages were enumerated using a BioRad TC 20 cell counter. Differential cell counts were determined from cytospin-prepared slides (Wescor Cytopro 7620 Cytocentrifuge) with Diff-Quick (Siemens, Newark, DE). Cell-free BALF from the first lavage fraction was evaluated for cytokines and chemokines. After BALF isolation and removal of blood from pulmonary vasculature, right lobe homogenates were prepared (19). BALF and lung homogenates were analyzed for inflammatory/profibrotic mediators by ELISA (R&D Systems, Minneapolis, MN and Abcam, Waltham, MA). Analytes quantified (and thresholds for detection in pg/ml) included tumor necrosis factor (TNF)-⍺ (1.88), IL-6 (1.6), CCL2 (0.304), CCL7 (1.53), CXCL2 (1.5), neutrophil elastase (1.60), fibronectin (0.48 ng/ml), matrix metalloproteinase (MMP)-3 (125), MMP-8 (53), MMP-9 (78.1), and tissue inhibitor of metalloproteinase (TIMP)-1 (31.3).

### Lung histopathology and autoantigens

Left lung lobes were excised and inflated to 15 cm H_2_0 pressure with 10% formalin (Fisher Scientific, Fair Lawn, NJ) for 24 hours to preserve pulmonary architecture (19). Lungs were processed and cut (4-5 μM) at midpoint sections to include regions of both large and small airways as well as blood vessels. Tissues were stained for hematoxylin and eosin (H&E), modified Masson’s Trichrome, or preserved for subsequent immunohistochemistry (IHC) by the Tissue Science Core Facility at the Department of Pathology and Microbiology as previously described (19). H&E-stained slides of the entire lung section from each animal were reviewed and semi-quantitatively scored by an expert pathologist blinded to experimental conditions (19, 51). This scoring system (scored 0 to 4) evaluates the spectrum of inflammatory changes for alveolar and bronchiolar compartments with higher scores indicating greater inflammation (19, 51).

The CC motif chemokine receptor 2 (CCR2) is a critical facilitator of monocyte recruitment and activation that upon reaching inflamed tissue can differentiate into macrophages (52, 53). To quantify CCR2^+^ inflammatory monocytes/macrophages and neutrophils, lung sections were stained with anti-CCR2 (1:100, ab273050 Abcam) and anti-myeloperoxidase (MPO), 1:100 Cat# ab9535, Abcam) and cross absorbed with donkey anti-rabbit AlexaFluor488 (A21206, Lot#2156521, Invitrogen) and AlexFluor555 (Cat#A31572, Invitrogen), respectively, at 1:100 dilution as secondary antibodies. Slides were mounted with VECTASHIELD® Antifade Mounting Medium with 4’,6-diamidino-2-phenylindole; to identify nuclei) (Cat#H-1200, Vector Laboratories, Newark, CA) and visualized under a Zeiss fluorescent microscope (Zeiss Observer.Z1 Zeiss, White Plains, NY). Vimentin is an extracellular matrix protein that is also targeted by post-translation modification generated during the process of inflammation and previously demonstrated to be increased with CIA+LPS co-exposure (19, 20). Citrullinated (CIT) and malondialdehyde acetaldehyde (MAA)-modified proteins are post-translationally modified proteins and lung autoantigens that have also been increased with CIA+LPS co-exposure (19, 20). We have previously demonstrated increased expression and robust co-localization of MAA and CIT with vimentin in the lungs of mice and humans with inflammatory arthritis and lung disease including individuals with RA-ILD (21, 54). Lung sections were stained with Cy5 rabbit anti-vimentin (Bioss, Woburn, MA), Zenon AF594 label (Invitrogen), mouse monoclonal anti-peptidyl-citrulline antibody (clone F95 IgMκ, Millipore Sigma, Burlington, MA) or rabbit polyclonal IgG antibody to MAA (21). Detection of the F95 antibody was done using an AF488 AffiniPure donkey anti-mouse IgM, μ chain specific antibody (Jackson Immunoresearch, West Grove, PA). DAPI was added and samples sealed with Fluoromount-G (Southern Biotech, Birmingham, AL). Fluorochromes were detected using a Revolve fluorescent microscope (ECHO, Sand Diego, CA). For IHC, 10 images of the lung parenchyma per mouse were captured and antigen expression was quantified by integrated density using Image J FIJI plugin (20, 21).

### Statistical analysis

Unless otherwise noted, sample sizes were extrapolated for modulating lung monocyte-macrophage subpopulations from previous work assessing combined CIA+LPS models (19) and LPS administration in the presence/absence of clodronate liposomes (31). The mean (± SD) number of CD11c^int^CD11b^hi^ transition/recruited monocyte-Mϕ was 0.15x10^5^ (0.04 x 10^5^) with Sham and 2.5 x 10^5^ (0.7 x 10^5^) with CIA+LPS co-exposure at 5 weeks; thus, a sample size of n=2 in each group achieved 80% power at the 0.05 level of significance to detect differences in this cell subpopulation following an experimental exposure vs Sham. Likewise, a sample size of n=5 achieved 80% power at the 0.05 level of significance to detect a 60% reduction following targeted cell depletion with clodronate. For micro-CT and lung function studies, there were 5 mice/group. For immunophenotyping of cell infiltrates across 4 groups there were 10 mice in each of the 4 experimental groups. For the clodronate liposome studies using 3 groups (i.e., Sham, vehicle liposome in CIA+LPS, and clodronate liposome in CIA+LPS), there were 8 mice in each group. Sample numbers below the maximum number reflect limitations in available sample quantity.

All data are depicted as mean with standard deviation (SD). The Shapiro-Wilk test was utilized to test for normality among treatment groups. If the assumption of normality was satisfied, a one-way ANOVA was used. For non-parametric data, a Kruskal-Wallis test was applied. The two-stage Benjamini, Krieger, & Yekutieli procedure was applied to control for false discovery (55). All statistical analyses were performed using GraphPad Prism (version: 10.2.2) software, and statistical significance was accepted at a p value < 0.05.

## Results

### Combined CIA+LPS exposure results in increased non-aerated lung volume and tissue density

In the first set of experiments, mice randomized to Sham, LPS, CIA, and CIA+LPS (experimental schematic, **Figure 1A**) underwent live-animal micro-CT imaging to visualize and quantitate lung parenchymal changes including lung volume and density (quantified in Hounsfield Units or HU)(**Figures 1B–D**). Across all treatment groups, quantitative CT measurements demonstrated increases in lung volumes over time as compared to respective baseline measurements (**Figure 1C**). There were significant changes in lung volume demonstrated with CIA+LPS exposure, but not LPS and CIA alone, as compared to Sham at 5 weeks (**Figure 1D**). In contrast, lung density (HU) increased significantly in both CIA and CIA+LPS mice vs. their respective baseline measurements (**Figures 1B, C**) as well as compared to Sham and LPS (**Figure 1D**).

**Figure 1:**
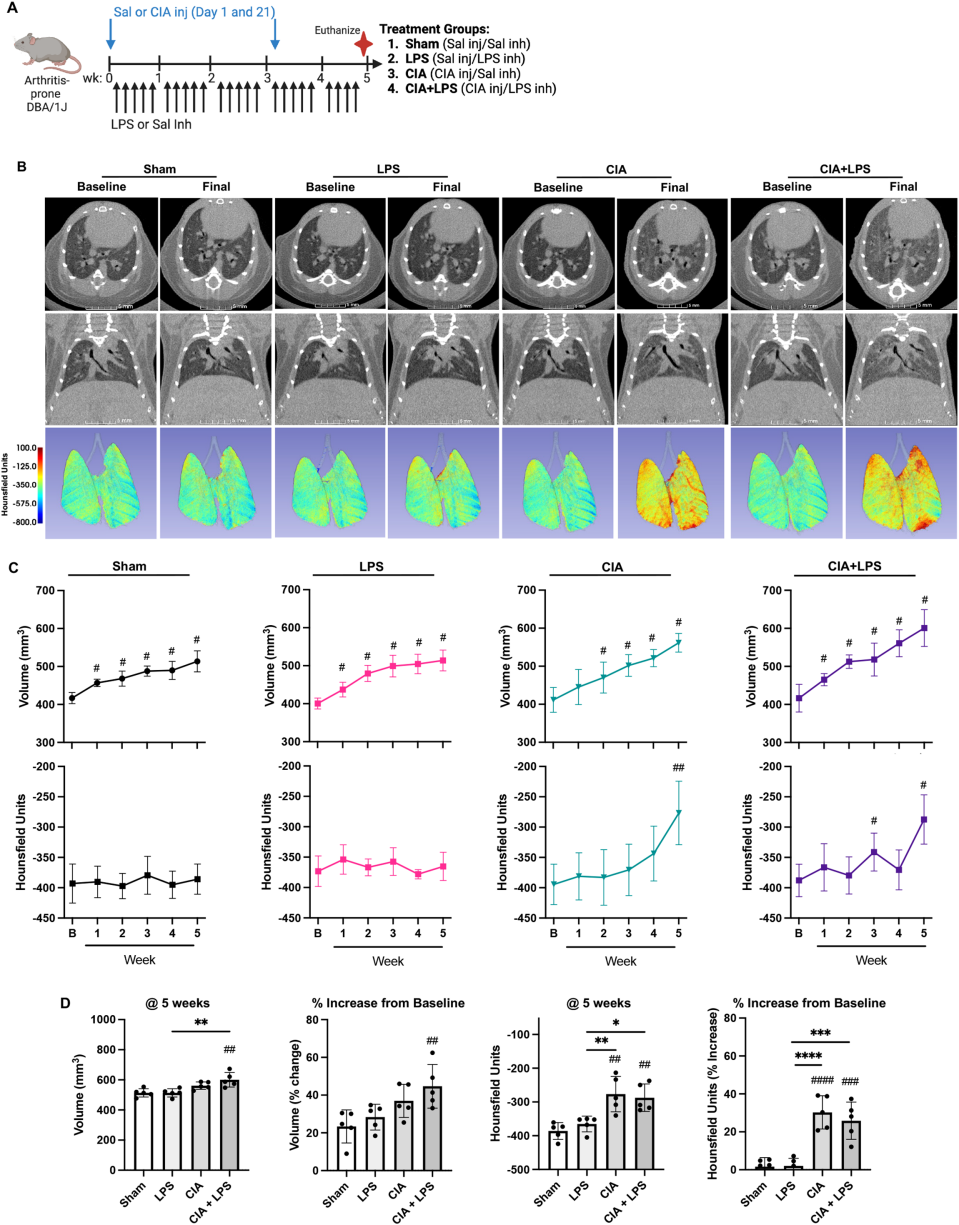
CIA+LPS co-exposure results in increased non-aerated lung volume and tissue density. **(A)** Experimental schematic with mice randomized to receive saline (Sal) or collagen-induced arthritis (CIA) injection (inj) and either daily lipopolysaccharide (LPS) or Sal intranasal inhalation (inh) daily for 5 weeks. **(B)** Representative micro-CT images (axial and coronal plane) at baseline and week 5 (final) from one mouse per treatment group. Density of lung tissues demonstrated by colored range of Hounsfield units (HU). **(C)** Line graphs depict mean volume and averaged HU by treatment group at baseline (B) and over time. **(D)** Scatter plots depict source measurement and % change from baseline of final (5 week) of volume and HU across treatment groups. All data expressed as mean with SD bars of n=5 mice/group. *#* represent statistical significance versus Sham or baseline and brackets with * between groups. ^####,****^<0.0001; ^###,***^0.0001 to 0.001; ^##,**^0.001 to 0.1, ^#,*^0.01 to 0.05.

### CIA+LPS co-exposure results in a decrease in lung compliance, increase in airway resistance and adverse lung pathology

Following final micro-CT imaging, the same mice were invasively assessed for lung function using a small animal ventilator. Dynamic compliance (Cdyn) was significantly reduced in CIA+LPS mice compared to all other treatment groups (**Figure 2A**). Correspondingly, total airway resistance (R_L_) was significantly increased in CIA+LPS mice compared to all other experimental groups (**Figure 2A**).

**Figure 2:**
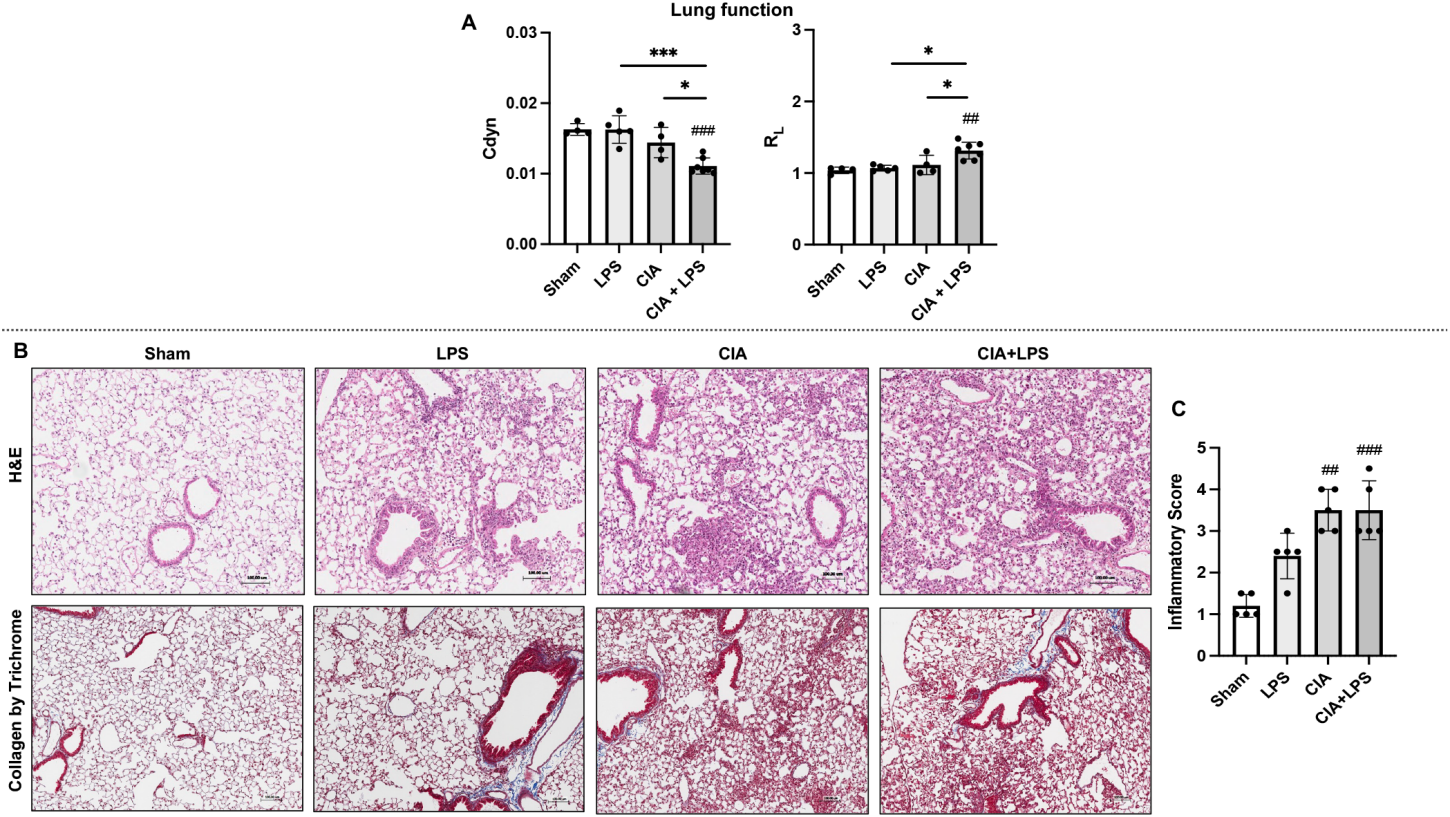
CIA+LPS co-exposure results in a decrease in lung compliance, increase in airway resistance and adverse lung pathology. **(A)** Lung function as determined by invasive pulmonary function testing represented by dynamic compliance (Cdyn) and total lung resistance (R_L_) at 5-week across treatment groups. **(B)** Representative H&E and trichrome stained lung images from one mouse per treatment group with corresponding scatter plot of **(C)** semiquantitative inflammatory scores. All data expressed as mean with SD bars of n=5 mice/group. *#* represent statistical significance versus Sham or baseline and brackets with * between groups. ^###,***^0.0001 to 0.001; ^##^0.001 to 0.1, ^*^0.01 to 0.05.

Lung sections were next evaluated for histopathological changes by H&E and collagen deposition was evaluated by Masson’s trichrome staining (**Figure 2B**). There were increases in semi-quantitative inflammatory scores across treatment groups reaching statistical significance for CIA (p=0.0009) and CIA+LPS (p=0.0012) but not LPS (p=0.16) vs. Sham (**Figure 2C**). Arthritis inflammatory scores (mean ± SD) at 5 weeks were increased for LPS (0.4 ± 0.2, p=0.019), CIA (0.75 ± 0.5, p=0.0001), and CIA+LPS (1.1 ± 0.5, p<0.0001) vs. Sham (0 ± 0).

Collectively, these studies laid the foundation for subsequent studies aimed at delineating critical cells with corresponding gene expression data through high-throughput analyses.

### Single-cell RNA-seq identifies 16 unique immune cell subsets with CIA and LPS driving unique distributions of immune cells within clusters

To cumulatively capture lung immune cells, the 10x genomics platform was utilized with a total of 16,748 cells analyzed (Sham: 4467, LPS: 3220, CIA: 3930, and CIA+LPS: 5131 cells). 

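Collagen-induced arthritis (CIA) is raised in DBA/1J mice by immunization against type II collagen, and LPS is the endotoxin of Gram-negative bacteria, given here into the airway. Lung CD45+ cells of 4 to 5 male mice per group were pooled into 1 library per group, so no value has a replicate and no test between groups was made. The deposited files hold counts of unique molecular identifiers (UMIs, each a captured RNA molecule) per gene and cell, made by the authors with Cell Ranger 7.1.0, and the genome build is not given in the sources used here. The Sham library held 35334337 UMIs, with a median of 6213 UMIs and 2379 genes per cell. The LPS library held 25925539 UMIs and a median of 5635.5 UMIs per cell. The CIA library held 29705150 UMIs and a median of 5456 UMIs per cell, and the CIA+LPS library 37878501 UMIs and a median of 5282 UMIs per cell. Counts were summed per library, or per library and cell class, scaled to counts per 1000000 UMIs (CPM), and compared as log2 fold changes (FC) of 1 library over another. Intervals are 95% intervals throughout, exact (Clopper-Pearson) for shares of cells and exact Poisson for ratios of summed counts. Other intervals, such as those of ratios of shares, are normal approximations on the log scale. All cover counting error only, except ranges of correlations, which are over resampled genes. Intervals from summed counts take each UMI as independent and leave out which cells were captured. They are therefore too narrow, most of all for genes carried by few cells. The files also count 12 cell multiplexing tags, which label cells of different samples before these share a capture well and which the paper's text does not mention. Tag CMO301 took 97.52% of the tag counts in Sham, CMO302 93.5% in LPS, CMO303 93.9% in CIA and CMO304 92.7% in CIA+LPS. A well holds each cell barcode once. No barcode was shared between Sham and LPS, or between CIA and CIA+LPS, while 12 were shared between Sham and CIA, 5 between Sham and CIA+LPS, 3 between LPS and CIA and 2 between LPS and CIA+LPS. This is the pattern of 2 wells, Sham with LPS and CIA with CIA+LPS, which no source used here states. Every comparison of a group with arthritis against one without it would then cross wells, and there the well and the condition cannot be told apart. The Scrublet doublet caller, with its own threshold per library, marked 3 cells in Sham, 120 in LPS, 212 in CIA and 0 in CIA+LPS, so it had not worked in Sham or CIA+LPS. All cells were kept in the values given at the claims.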

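Alveolar macrophage-like cells, the resident phagocytes of the airspace, made up 35.0% of Sham cells (interval 33.6 to 36.4) and 28.2% of LPS cells (26.6 to 29.8). Their share was 6.87% with CIA (6.10 to 7.71) and 1.95% with CIA+LPS (1.59 to 2.37). Neutrophil-like cells were 23.1% of Sham (21.8 to 24.3), 27.5% of LPS (25.9 to 29.0), 18.3% of CIA (17.1 to 19.6) and 23.1% of CIA+LPS (22.0 to 24.3). B cell-like cells were 12.8% of Sham (11.8 to 13.8), 12.4% of LPS (11.2 to 13.5), 14.8% of CIA (13.7 to 15.9) and 9.96% of CIA+LPS (9.15 to 10.8). Natural killer cell-like cells, led by *Gzma*, *Ncr1* and *Prf1*, were 0.940% of Sham, 1.49% of LPS, 3.51% of CIA and 2.85% of CIA+LPS. All 16748 cells were grouped by Leiden clustering at the lowest resolution that gave at least 16 clusters. It gave 17, numbered from 0 in an order of their own, not the numbers of Figure 3B. Clusters took a cell type's name, written "-like", from marker lists, some genes of which were picked after the paper's own genes had been seen. Different clusters held the alveolar macrophage-like cells: cluster 1, led by *Fabp1*, *Kcnip4* and *Plet1*, held 1561 cells in Sham and 9 in CIA+LPS, and cluster 16, led by *Ubd*, *Apoc1* and *Chil3*, held 1 cell in Sham and 91 in CIA+LPS. Since genes that define clusters also differ between groups, the cells were clustered again without the 371 genes of Tables S1 and S2. The alveolar macrophage-like share was then 34.9%, 27.6%, 7.18% and 2.10% in Sham, LPS, CIA and CIA+LPS, the neutrophil-like share 22.9%, 27.4%, 18.2% and 22.8%, and the B cell-like share 12.9%, 12.3%, 14.8% and 9.96%. Clusters that stayed unnamed, by thresholds set after the data were seen, held 11.9% of Sham, 10.2% of LPS, 9.95% of CIA and 10.4% of CIA+LPS. The neutrophil-like share of LPS over Sham, 1.19 (1.10 to 1.29), was 0.941 with the called doublets removed, and that of CIA+LPS over Sham, 1.00, was then 0.579. In that clustering the interferon neutrophil cluster carried markers of unrelated classes and was left unnamed, so its cells are not in these shares.

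**Figure D1:**
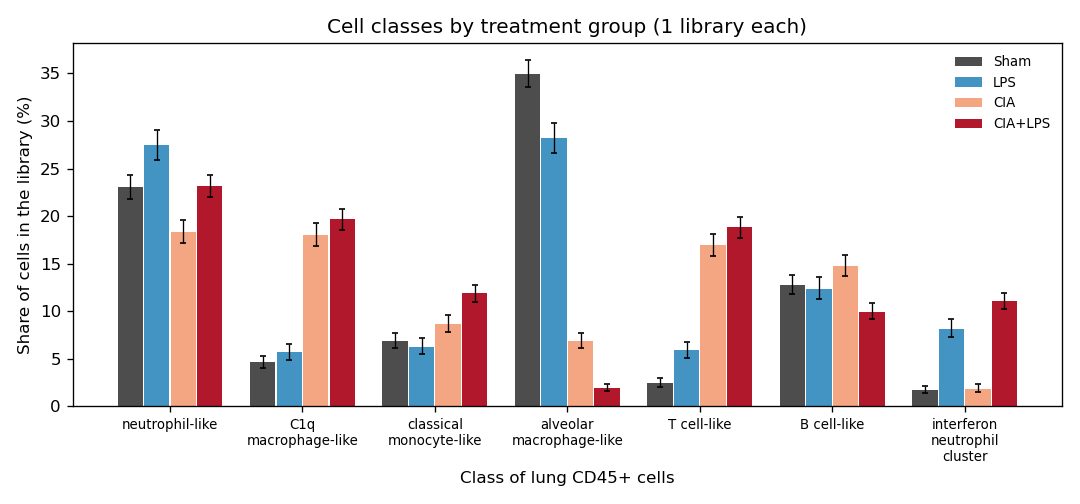
Share of cells in percent (vertical axis) held by each cell class in the Sham, LPS, CIA and CIA+LPS libraries, 1 library each; bars are shares and lines exact 95% binomial intervals. The alveolar macrophage-like share runs from 35.0% in Sham to 1.95% in CIA+LPS, and the C1q macrophage-like share from 4.63% to 19.7%.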

Unsupervised clustering of UMAP-projected CD45^+^ cells revealed 16 unique immune cell subsets differentially distributed by treatment group (**Figure 3A**) and graphically shown using unique colors and arbitrary numbers (**Figure 3B**). Major lung cell types were identified by signature genes (**Figure 3C**). Common gene markers of murine lung macrophages include *Itgax* (*Cd11c*), *Cd68*, *Siglecf*, and *Cd206* (45–47, 56). *Cd11b* gene is predominately expressed by myeloid-derived cells including macrophages, monocytes, and neutrophils (57). Thus, macrophage cells were identified for clusters 2, 3, and 5 and partially 4 and 8, noting gene expression of *Itgax/Cd11c* (clusters 2, 3, 5, partially 4 and 8), *Cd68* (clusters 2, 3, 5, partially 4 and 8), *Siglecf* (clusters 3,5), and *Cd206* (clusters 2, 3, 5, partially 4). 

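The mannose receptor gene *Mrc1* (CD206) was highest in alveolar macrophage-like cluster 1, at 1249.8 CPM, with 944 CPM in alveolar macrophage-like cluster 16 and 270.1 CPM in the C1q macrophage-like cluster. *Itgax*, the integrin αX (CD11c), was 434 CPM in cluster 1, 428 CPM in cluster 16 and 193 CPM in the C1q macrophage-like cluster, against 3.66 CPM in T cell-like cluster 0. *Cd68*, a lysosomal glycoprotein of phagocytes, was highest in the C1q macrophage-like cluster, at 477 CPM, with 309 CPM in cluster 16, 288 CPM in cluster 1 and 187 CPM in the classical monocyte-like cluster. *Siglecf*, a lectin of alveolar macrophages and eosinophils, was 68.5 CPM in cluster 16 and 54.7 CPM in cluster 1, and 18.4 CPM in neutrophil-like cluster 12. To compare clusters of different depth, every cell was thinned at random to 1000 UMIs, which left out the 105 Sham, 57 LPS, 70 CIA and 82 CIA+LPS cells with fewer. *Mrc1* then had a UMI in 64.8% of cells in cluster 1, 52.4% in cluster 16, 18.3% in the C1q macrophage-like cluster and 1.10% in the classical monocyte-like cluster. The unthinned shares were 98.7%, 96.1%, 60.7% and 6.7%. In T cell-like cluster 0, which should lack these genes, 0.14% of cells had a thinned *Mrc1* UMI, at a median of 4439 UMIs per cell against 11575 in cluster 1, 9842 in cluster 16 and 12456 in the C1q macrophage-like cluster. Thinned shares for *Siglecf* were 7.30% in cluster 16, 5.24% in cluster 1 and 0.10% in the C1q macrophage-like cluster, and unthinned ones 45.1%, 42.2% and 1.5%. Over whole libraries *Siglecf* was 36.6 CPM in Sham, 29.4 in LPS, 7.91 in CIA and 4.28 in CIA+LPS, a log2 FC vs. Sham of −2.21 (−2.42 to −2.01) for CIA and −3.10 (−3.34 to −2.86) for CIA+LPS. The log2 FC of CIA+LPS vs. Sham was −2.82 (−2.87 to −2.78) for *Mrc1*, −1.71 (−1.77 to −1.66) for *Itgax* and 0.28 (0.23 to 0.32) for *Cd68*. Averaged over cells instead of summed, the *Siglecf* value of CIA+LPS was −2.18.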

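*Itgam*, the integrin αM known as CD11b, was expressed at 344 CPM in neutrophil-like cluster 12 and 338 CPM in neutrophil-like cluster 2. It was 310 CPM in the classical monocyte-like cluster, 232 CPM in the C1q macrophage-like cluster and 19.2 CPM in alveolar macrophage-like cluster 1. At 1000 UMIs per cell, a UMI was found in 28.2% of cells of cluster 12, 27.5% of cluster 2, 27.5% of the classical monocyte-like cluster and 18.0% of the C1q macrophage-like cluster, against 1.96% in alveolar macrophage-like cluster 1 and 0.36% in T cell-like cluster 0. The shares at full depth were 52.7%, 55.0%, 78.6%, 73.6%, 12.2% and 1.5%, at median depths of 2564, 2545, 6676.5, 12456, 11575 and 4439 UMIs. Over whole libraries *Itgam* was 83.0 CPM in Sham and 193 CPM in CIA+LPS, a log2 FC of 1.22 (1.15 to 1.28). The mean over cells of each cell's CPM gave 0.31 instead. Within classical monocyte-like cells its log2 FC of CIA+LPS vs. Sham was −0.44 (−0.57 to −0.30), and within C1q macrophage-like cells 0.24 (0.10 to 0.39), classes in which the mix of cells also differed between groups.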

*Cd11b* was expressed in clusters 2, 4, 8 as well as 1, 7, and 10 (the neutrophil cluster). The *F13a1* gene, which encodes for Factor XIIIA, has been linked to inflammatory-like monocytes with strong association with monocytes differentiating into interstitial macrophages as well as monocytes promoting and facilitating monocyte migration, adhesion, and phagocytosis within inflamed tissues (58, 59). CCR2 is a critical facilitator of monocyte recruitment and activation that upon reaching inflamed tissue can differentiate into macrophages (52, 53). Thus, inflammatory-like monocytes were identified with *F13a1* and *Ccr2* expression in clusters 2 and 4. 

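*Ccr2*, the chemokine receptor of inflammatory monocytes, and *F13a1*, coagulation factor XIIIA, were both highest in the classical monocyte-like cluster, at 808 and 465 CPM. The C1q macrophage-like cluster held 197 CPM of *Ccr2* and 68.3 CPM of *F13a1*, and neutrophil-like cluster 2 held 0.4 CPM of *F13a1*. Other clusters lay above the C1q macrophage-like one. For *Ccr2* these were migratory dendritic cell-like cluster 11 at 354 CPM, natural killer cell-like cluster 10 at 217 and unnamed cluster 4 at 203. For *F13a1* they were unnamed clusters 4 and 6, at 106 and 87.3 CPM. In thinned cells *F13a1* had a UMI in 22.4% of the classical monocyte-like cluster and 5.52% of the C1q macrophage-like cluster, and *Ccr2* in 38.5% and 15.3%. B cell-like cells, at a median of 4285 UMIs, gave background shares of 0.29% for *Ccr2* and 0.15% for *F13a1*. Without thinning, *F13a1* was found in 44.2% and 22.3% of the 2 clusters and 0.4% of B cell-like cells, and *Ccr2* in 66.9%, 45.1% and 1.2%. Within C1q macrophage-like cells *Ccr2* was 354 CPM in Sham, 249.7 in LPS, 189 in CIA and 172 in CIA+LPS, a log2 FC vs. Sham of −0.91 (−1.04 to −0.78) for CIA and −1.04 (−1.16 to −0.91) for CIA+LPS. *F13a1* in the same cells was 54.9 CPM in Sham, 30.8 in CIA and 96.2 in CIA+LPS, so that its log2 FC vs. Sham was −0.83 (−1.16 to −0.50) for CIA and 0.81 (0.52 to 1.11) for CIA+LPS. The cells of this class differed between groups: at a doubled resolution 147 of 207 in Sham and 96 of 183 in LPS, but 43 of 708 in CIA and 5 of 1009 in CIA+LPS, lay in a separate unnamed cluster. Genes that lead the classical monocyte-like cluster include *Adgre4* and *Ace*, which are markers of nonclassical monocytes, beside *Plac8*, *F13a1* and *Vcan*.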

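Among lymphocyte-like clusters, *Ccr2* was 217 CPM in natural killer cell-like cluster 10 and 156 CPM in T cell-like cluster 0, whose leading genes were *Il17a*, *Cxcr6*, *Icos* and *Ctla4*. It was 8.4 CPM in T cell-like cluster 13, led by the naive T cell genes *Lef1* and *Tcf7*, and 2.6 CPM in B cell-like cluster 3. Thinned, *Ccr2* had a UMI in 16.6% of cluster 10, 12.5% of cluster 0, 0.93% of cluster 13 and 0.29% of cluster 3, the last taken as background. Unthinned, the shares were 58.6%, 38.7%, 2.6% and 1.2%, at median depths of 5619, 4439, 5020.5 and 4285 UMIs.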

(Note, *Ccr2* expression was also demonstrated in lymphocyte clusters 9, 13, 15, recognizing that lymphocytes can also express *Ccr2* (60, 61)). 

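*Retnlg* (resistin-like gamma) and *Cxcr2*, the receptor for neutrophil-attracting chemokines, marked 2 clusters of neutrophil-like cells. Cluster 2 held 11069 CPM of *Retnlg* and 994 CPM of *Cxcr2*, and cluster 12 held 1257 CPM and 413 CPM. At 1000 UMIs per cell *Cxcr2* was found in 60.5% of cluster 2 and 27.0% of cluster 12, and *Retnlg* in 77.8% and 21.8%; alveolar macrophage-like cluster 1 gave 0.23% and 0.73% as background. The shares at full depth were 88.6% and 45.8% for *Cxcr2* and 86.0% and 32.3% for *Retnlg*, at medians of 2545 and 2564 UMIs against 11575 in cluster 1. Neutrophil-like cells of CIA held more granule protein RNA, which neutrophils make while they mature in the marrow: of 19 measured genes of the list of neutrophil granule and immature neutrophil genes, 12 were at least 2-fold higher vs. Sham and 0 lower. *Camp*, the antimicrobial peptide cathelicidin, had a log2 FC of 8.60 (7.47 to 10.05), *Ngp* of 6.72 (6.24 to 7.26) and *Retnlg* of 2.14 (2.11 to 2.17). With CIA+LPS 11 of 19 were higher and 0 lower, and *Ngp* had a log2 FC of 5.80 (5.32 to 6.34). With LPS 2 of 18 were higher. Within neutrophil-like cells the log2 FC of *Cxcr2* was 0.24 (0.15 to 0.32) for CIA and −0.12 (−0.20 to −0.04) for CIA+LPS; under scaling by the median of ratios the CIA+LPS value was 0.00. Scaling by the median of ratios moved all neutrophil-like log2 FC of CIA vs. Sham by 0.36 and of CIA+LPS vs. Sham by 0.12. At a doubled clustering resolution cluster 2 fell mostly into a subcluster with 926 Sham, 593 LPS, 73 CIA and 83 CIA+LPS cells and another, led by *Ngp*, *Retnlg* and *Camp*, with 28, 27, 573 and 532.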

Clusters 1, 7 and 10 were identified as neutrophil subsets based on distribution of *Cxcr2* and *Retnlg* expression (62). Dendritic cells (DCs) were sparse, with conventional DCs characterized by *Irf4* and *Xcr1* gene expression (45, 63) and plasmacytoid DCs characterized by *Siglech* expression (64) located within cluster 4. 

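*Siglech*, a lectin of plasmacytoid dendritic cells, was 452 CPM in cluster 11, a cluster of 372 cells also led by *Cd209a*, *Fscn1* and *Ccl22*, genes of conventional and migratory dendritic cells. *Xcr1*, the chemokine receptor of cross-presenting dendritic cells, was 84.8 CPM there. *Irf4*, a transcription factor of dendritic cells and lymphocytes, was highest in B cell-like cells, at 172 CPM, with 106 CPM in T cell-like cluster 0 and 48.9 CPM in cluster 11, below the unnamed clusters 14 and 4 at 105.0 and 56.2 CPM. In thinned cells of cluster 11 a UMI was found in 24.7% for *Siglech*, 6.45% for *Xcr1* and 4.30% for *Irf4*, while *Irf4* was found in 13.9% of B cell-like cells and 0.07% of neutrophil-like cluster 2. At full depth the shares were 37.6%, 19.1%, 32.3% and 43.6%, at a median of 11941 UMIs in cluster 11 and 4285 in B cell-like cells. No other cluster, the classical monocyte-like one included, passed a thinned share of 0.33% for *Siglech* or *Xcr1*. Cluster 11 held 2.35% of Sham cells, 2.45% of LPS, 3.00% of CIA and 1.36% of CIA+LPS. *Siglech* over whole libraries was 13.5 CPM in Sham, 10.1 in LPS, 35.7 in CIA and 11.2 in CIA+LPS, with a log2 FC of 1.40 (1.25 to 1.56) for CIA vs. Sham and −1.67 (−1.84 to −1.51) for CIA+LPS vs. CIA. *Xcr1* had a log2 FC of −1.48 (−1.90 to −1.07) for CIA+LPS vs. CIA.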

Clusters 9, 11, 13, and 15 were identified as T lymphocytes based on *Trbc2* expression, and clusters 6, 12, and 16 were identified as B lymphocytes based on *Cd19* expression. 

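T cell-like cells were 2.46% of Sham (2.03 to 2.96), 5.87% of LPS (5.08 to 6.74), 16.9% of CIA (15.8 to 18.1) and 18.8% of CIA+LPS (17.7 to 19.9). Relative to Sham the share was 2.38 (1.89 to 3.00) times as large with LPS, 6.87 (5.64 to 8.37) with CIA and 7.64 (6.30 to 9.26) with CIA+LPS. Without the genes of Tables S1 and S2 the shares were 2.48%, 5.90%, 17.0% and 18.8%. Different clusters held most of them: cluster 0, led by the interleukin 17 gene *Il17a* and the tissue-homing receptor *Cxcr6*, held 837 cells of CIA+LPS and 41 of Sham, and the naive-type cluster 13 held 128 and 69. *Trbc2*, the T cell receptor β constant region, was 1299.5 CPM in cluster 0 and 1289 CPM in cluster 13; thinned, it had a UMI in 65.4% and 66.7%, against 0.34% in B cell-like cells (93.2%, 95.9% and 1.3% unthinned). Values within T cell-like cells compare different mixes of clusters 0 and 13, and whether genes differed within either cluster was not tested. Within T cell-like cells, 15 of 18 measured type 1 and cytotoxic genes were at least 2-fold higher with CIA+LPS vs. Sham and 0 lower, and 11 of 22 type 17 T cell genes were higher and 1 lower. Of 11 naive lymphocyte genes all 11 were lower; *Lef1* had a log2 FC of −2.57 (−2.71 to −2.42). *Ifng* had 0 UMIs in T cell-like cells of Sham, 709 in CIA and 1716 in CIA+LPS, a log2 FC of at least 5.41 and at least 6.09 against a floor of 3 counts. The cytotoxic granule gene *Nkg7* had a log2 FC of 4.92 (3.69 to 6.54) with CIA and 6.12 (4.89 to 7.74) with CIA+LPS. In whole libraries *Cxcr6* had a log2 FC vs. Sham of 4.27 (4.02 to 4.54) with CIA and 5.13 (4.88 to 5.39) with CIA+LPS, *Il17a* of 3.52 (3.31 to 3.74) and 3.93 (3.73 to 4.14), and *Cd3g* of 2.53 (2.43 to 2.63) and 3.03 (2.93 to 3.12). When each library was clustered on its own, the T cell-like share relative to Sham was 1.86 with LPS, 3.40 with CIA and 2.92 with CIA+LPS.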

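By the make-up of their cells, the CIA and CIA+LPS libraries were closer to each other than to either library without arthritis. The sum over the 17 clusters of the differences in share, divided by 2, which is the percentage of cells that would have to change cluster, cells moving between clusters of the same class included, was 20.2 points between CIA and CIA+LPS. It was 50.3 points between Sham and CIA+LPS, 41.1 between LPS and CIA+LPS, 39.2 between Sham and CIA and 35.5 between LPS and CIA. Sham and LPS were 11.9 points apart. Shares of T cell-like and of C1q macrophage-like cells were larger, and that of alveolar macrophage-like cells smaller, in both arthritis libraries than in both others. By the pattern of the barcodes, the closest pairs, Sham with LPS and CIA with CIA+LPS, each share a capture well. Arthritis and the well therefore cannot be told apart in these distances and shares.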

The UMAP-projected pattern of immune cell infiltrates of CIA+LPS co-exposure was similar to that of CIA alone as opposed to LPS alone or Sham. In addition, a heatmap was generated by experimental group to show that the top 20-25 genes for CIA and CIA+LPS showed similar patterns that differed from LPS and Sham (**Figure 3D**). 

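The log2 FC with arthritis in the absence and in the presence of LPS correlated across genes. Across 12120 genes the log2 FC of CIA vs. Sham and of CIA+LPS vs. LPS, which share no library, had a Pearson r of 0.868 (0.861 to 0.878 over resampled genes) and a Spearman rho of 0.835. This correlation is across genes, which are not independent replicates, and by the pattern of the tags both contrasts cross capture wells. The highest genes of CIA vs. Sham included *Camp* at a log2 FC of 7.74 (6.99 to 8.61), *Ngp* at 6.51 (6.11 to 6.95), the interferon-induced GTPase genes *Gm4951* at 6.22 (5.71 to 6.78) and *Iigp1* at 5.50 (5.18 to 5.85), and *Ifng* at 5.39 (4.86 to 5.98). Those of CIA+LPS vs. Sham included the acute-phase gene *Saa3* at 9.09 (8.79 to 9.41), *Iigp1* at 6.21 (5.88 to 6.55), *Ifng* at 6.13 (5.60 to 6.71) and *Cd5l*, with 165 UMIs against 1 in Sham, at 7.27 (4.77 to 12.58). Averaged over cells instead of summed, *Camp* in CIA was at 5.99, *Ngp* at 5.26, *Saa3* in CIA+LPS at 7.96 and *Cd5l* at 4.46. The lowest genes were those of alveolar macrophages: *Fabp1*, a fatty acid binding protein, had a log2 FC of −2.85 (−2.91 to −2.78) with CIA and −6.18 (−6.36 to −6.01) with CIA+LPS. *Krt19* was at −2.83 (−2.95 to −2.70) with CIA and −5.39 (−5.64 to −5.14) with CIA+LPS. Within classes the correlation was 0.708 in neutrophil-like, 0.647 in classical monocyte-like, 0.567 in T cell-like, 0.555 in C1q macrophage-like, 0.417 in alveolar macrophage-like and 0.382 in B cell-like cells. The mix of cells in some of these classes also differed between groups, and its part in these values was not tested. In simulated data with the same 200 genes changed in both contrasts, r was 0.838 at the depth of whole libraries and 0.664 in a class with 5% of the counts. B cell-like cells held more than that share in each library, such as 1924085 of 25925539 UMIs in LPS, at an r of 0.382. The simulated effects were set and were not those of these data, so how far depth lowers the class values cannot be told. With no minimum count for a gene the whole-library r was 0.519. It was 0.682 with each of the 6 classes given the same share, which also leaves out all other cells and adds 1 CPM in place of 1 count.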

Next, the pattern of expression of the top 3 to 7 genes that distinguished each unique cluster from every other cluster are shown (**Figure 3E**). 

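With LPS alone the acute-phase gene *Saa3* had a log2 FC vs. Sham of 5.28 (4.97 to 5.60), with 97.9 CPM against 2.52 in Sham, and *Orm1*, another acute-phase gene, of 3.43 (2.87 to 4.04). The chemokine gene *Ccl12* was at 3.58 (2.81 to 4.46), *Ccl1* at 3.34 (2.90 to 3.80) and *Sorcs1*, with 185 UMIs against 5, at 5.66 (4.41 to 7.30). *Jchain*, the joining chain of secreted immunoglobulins, was at −5.24 (−6.25 to −4.39), and *Cenpf*, a mitosis gene, at −1.95 (−2.24 to −1.66). Of 31 measured type I interferon response genes 18 were at least 2-fold higher and 0 lower with LPS, of 33 inflammatory cytokines and chemokines 12 were higher and 0 lower, and of 20 cell cycle genes 11 were lower and 0 higher. Averaged over cells instead of summed, *Saa3* was at 4.31, *Sorcs1* at 4.68 and *Jchain* at −4.52. The effect of LPS without arthritis (LPS vs. Sham) and with it (CIA+LPS vs. CIA) had a Pearson r across 11833 genes of 0.331 (0.294 to 0.371 over resampled genes) and a Spearman rho of 0.296. With no minimum count r was 0.0780. Within classes it was 0.475 in neutrophil-like, 0.326 in C1q macrophage-like, 0.302 in alveolar macrophage-like and 0.107 in T cell-like cells, and −0.102 (−0.143 to −0.0582) in classical monocyte-like and −0.0459 in B cell-like cells. The mix of classical monocyte-like cells also differed. At a doubled resolution a classical cluster held 120 of 308 in Sham and 93 of 202 in LPS. It held 207 of 339 in CIA and 284 of 609 in CIA+LPS. Whether this mix gives the negative r was not tested. Over the genes of Table S2, this calculation and the paper's reported log2 FC had a Pearson r of 1.00, with a median absolute difference of 0.0161 for the 245 genes of CIA, 0.00609 for the 16 genes of LPS and 0.0143 for the 347 genes of CIA+LPS, and 0 genes differed in sign. Both come from the same cells, so this closeness checks the calculation and is no separate evidence. The p-values reported in Table S2 take cells as replicates.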

All significant gene expressing data is summarized for unique sample-based gene features (**Supplementary Data Files 1–3**), treatment group gene features as compared to Sham (**Supplementary Data File 2**), and unique cluster-based gene features (**Supplementary Data File 3**).

**Figure 3:**
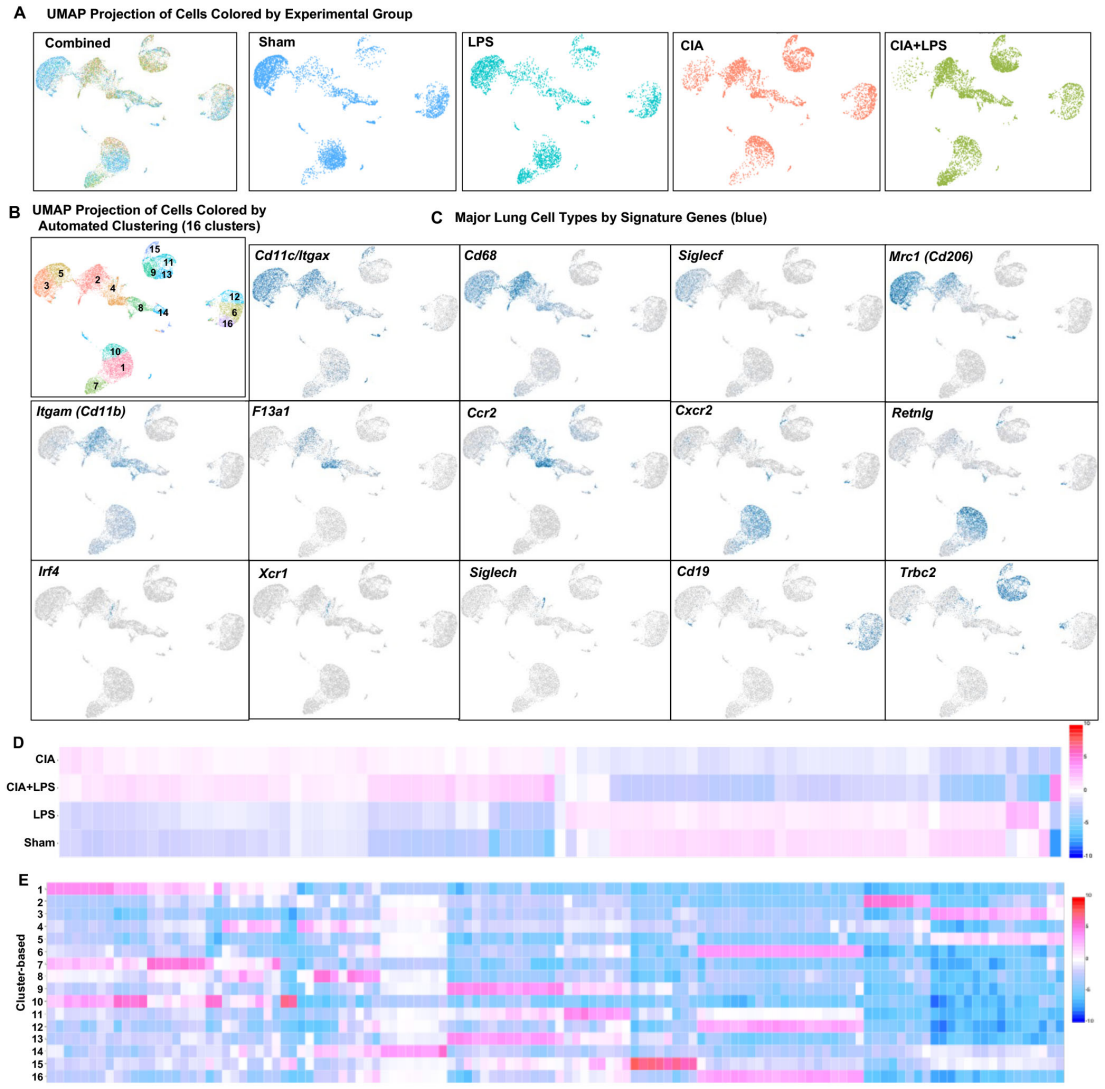
Unsupervised single-cell transcriptional profiling of lung CD45^+^ cells demonstrate differences in distribution of aggregated gene clusters with identification of 16 unique clusters among experimental groups. **(A)** UMAP plot with all the treatment groups by color merged (combined) and experimental groups plotted individually to show cell distribution. **(B)** UMAP plot demonstrating the 16 unique unsupervised clusters identified with **(C)** major lung cell types identified by signature genes including *Cd11c/Itgax, Cd68, Siglecf, Mrc1* (macrophages), *F13a1, Ccr2* (monocytes), *Cxcr2, Retnlg* (neutrophils), *Irf4, Xcr1*, *Siglech* (dendritic cells), *Cd19* (B cells), and *Trbc2* (T cells). **(D)** Heatmap demonstrates relationships by treatment-based groups based upon the top 20-25 genes per group. **(E)** Heatmap demonstrates relationships between the top 3 to 7 genes that distinguish each unique cluster from every other cluster. N=4-5 mice/group pooled per sample.

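C1q macrophage-like cells, tissue macrophages led by the complement genes *C1qa*, *C1qb* and *C1qc*, were 4.63% of Sham cells (4.04 to 5.29) and 5.68% of LPS cells (4.91 to 6.54). They were 18.0% of CIA (16.8 to 19.3) and 19.7% of CIA+LPS (18.6 to 20.8). Their share relative to Sham was 3.89 (3.35 to 4.51) with CIA, 4.24 (3.67 to 4.90) with CIA+LPS and 1.23 (1.01 to 1.49) with LPS, and that of CIA+LPS relative to CIA was 1.09 (1.00 to 1.19). The class was a single cluster of 2107 cells: 207 from Sham, 183 from LPS, 708 from CIA and 1009 from CIA+LPS. Clustered without the genes of Tables S1 and S2, which include the C1q genes, the shares were 5.51%, 7.30%, 17.8% and 18.9%. At a doubled resolution the C1q macrophage-like share relative to Sham was 12.8 with CIA and 14.5 with CIA+LPS; 147 of the 207 Sham cells then fell into an unnamed cluster led by *Fn1*, *Cxcl1*, *Il6* and *Arg1*.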

Notably, immune cell cluster 2, which expresses *Itgax* (*CD11c), Cd68, Mrc1 (Cd206), Itgam (Cd11b)*, *F13a1*, and *Ccr2* was strikingly increased with both CIA+LPS and CIA (vs. Sham and LPS), suggesting an importance for this infiltrating inflammatory and/or activated macrophage-monocyte subpopulation. Top/unique genes expressed in cluster 2 included *C1qc, C1qb, C1qa, Saa3, MS4a7, Apoe, Cxcl16*, and *Cadm1*. 

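C1q binds immune complexes and starts the classical complement pathway, and its 3 chains are encoded side by side on chromosome 4 (*C1qa* from 136895917 to 136898803, *C1qc* from 136889804 to 136893065 and *C1qb* from 136880129 to 136886187; GENCODE vM21 on GRCm38, matched by gene ID). Over whole libraries *C1qa* was 52.9 CPM in Sham, 88.9 in LPS, 541 in CIA and 820.3 in CIA+LPS, a log2 FC vs. Sham of 3.36 (3.29 to 3.43) for CIA and 3.96 (3.89 to 4.02) for CIA+LPS. *C1qb* had a log2 FC of 3.45 (3.38 to 3.52) for CIA and 4.19 (4.13 to 4.26) for CIA+LPS, and *C1qc* of 3.71 (3.61 to 3.81) and 4.33 (4.24 to 4.43). Within C1q macrophage-like cells, which these genes define, the values were smaller: *C1qa* was 842 CPM in Sham and 1943 in CIA+LPS, a log2 FC of 1.21 (1.13 to 1.28), and *C1qc* had one of 1.56 (1.46 to 1.66). *Saa3*, serum amyloid A3 (chromosome 7, 46711998 to 46715700), had 2 UMIs in the C1q macrophage-like cells of Sham, 1466 in LPS, 1699 in CIA and 45948 in CIA+LPS. Its log2 FC in these cells was 9.36 (7.50 to 12.40) for LPS, 7.45 (5.59 to 10.49) for CIA and 11.62 (9.77 to 14.67) for CIA+LPS vs. Sham, and 4.18 (4.11 to 4.25) for CIA+LPS vs. CIA. *Apoe*, which carries lipids (chromosome 7, 19696109 to 19699188), had a whole-library log2 FC of 3.00 (2.98 to 3.02) with CIA and 3.66 (3.64 to 3.68) with CIA+LPS, and of 1.02 (1.00 to 1.05) and 1.44 (1.41 to 1.46) within the class. The 4-span membrane gene *Ms4a7* rose within the class with CIA+LPS, at 1.44 (1.22 to 1.67). The chemokine *Cxcl16* and the adhesion molecule *Cadm1* stayed under 2-fold within the class, at 0.43 (0.32 to 0.55) and 0.67 (0.49 to 0.85), beside 2.15 (2.08 to 2.23) and 2.12 (2.01 to 2.22) over whole libraries. Values within the class compare different mixes of cells, since at a doubled resolution 147 of its 207 Sham cells and 5 of its 1009 CIA+LPS cells lay in a separate unnamed cluster. Scaling by the median of ratios moved all log2 FC of this class by 0.15 for CIA+LPS and 0.0940 for CIA. Averaged over cells instead of summed, the whole-library log2 FC of CIA+LPS was 3.29 for *C1qa*, 3.60 for *C1qb*, 3.63 for *C1qc* and 2.84 for *Apoe*.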

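Cells of the cluster named classical monocyte-like were 6.90% of Sham cells (6.17 to 7.68), 6.27% of LPS (5.46 to 7.17), 8.63% of CIA (7.77 to 9.55) and 11.9% of CIA+LPS (11.0 to 12.8). The share relative to Sham was 1.25 (1.08 to 1.45) with CIA, 1.72 (1.51 to 1.96) with CIA+LPS and 0.910 (0.766 to 1.08) with LPS. CIA+LPS over CIA was 1.38 (1.21 to 1.56). The cluster held 308, 202, 339 and 609 cells of Sham, LPS, CIA and CIA+LPS. Clustered without the genes of Tables S1 and S2 the shares were 7.16%, 6.24%, 8.50% and 11.8%. At a doubled resolution these cells fell into a nonclassical and a classical monocyte-like cluster, with 188 and 120 of them in Sham, 109 and 93 in LPS, 132 and 207 in CIA and 325 and 284 in CIA+LPS. The share of the classical cluster relative to Sham was then 1.96 (1.57 to 2.45) with CIA and 2.07 (1.68 to 2.55) with CIA+LPS, and that of the nonclassical cluster 0.798 (0.641 to 0.993) and 1.51 (1.26 to 1.79). With only cells of at least 500 genes and at most 10% mitochondrial UMIs, the share relative to Sham was 1.11 with LPS.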

Cluster 4 (monocytic-like with high *Cd11b, F13a1* and *Ccr2*) was also increased, but to a lesser degree, with CIA+LPS and CIA. Top/unique genes expressed in cluster 4 included *Plac8, Plbd1, Ifitm3, Ifitm6, Ly6c2, F1da1, Ccr2, Ms4a4c*. 

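*Plac8* and *Ly6c2*, a surface marker of classical monocytes, were higher with arthritis within the cluster named classical monocyte-like, in which the mix of cells also differed: at a doubled resolution 120 of its 308 cells in Sham, 207 of 339 in CIA and 284 of 609 in CIA+LPS lay in a classical cluster and the others in a nonclassical one. Whether the genes differed within either was not tested. *Plac8* (chromosome 5, 100553725 to 100572245, GRCm38) was 1376 CPM in Sham, 1846 in LPS, 3903 in CIA and 4166 in CIA+LPS, a log2 FC vs. Sham of 1.50 (1.44 to 1.57) for CIA and 1.60 (1.54 to 1.66) for CIA+LPS. *Ly6c2* (chromosome 15, 75108158 to 75111970) had a log2 FC of 2.16 (1.99 to 2.34) for CIA and 1.92 (1.75 to 2.10) for CIA+LPS, and *Ms4a4c* of 1.70 (1.53 to 1.88) and 1.61 (1.44 to 1.79). The antiviral membrane gene *Ifitm3* was at 0.73 (0.68 to 0.78) and 0.69 (0.64 to 0.74), its neighbour *Ifitm6* at 0.09 (−0.03 to 0.22) and −0.17 (−0.29 to −0.05). *Plbd1*, a phospholipase of granules, was 431 CPM in Sham and 205 in CIA+LPS, a log2 FC of −1.08 (−1.22 to −0.93). Within the class *F13a1* was at 0.15 (0.02 to 0.28) and *Ccr2* at 0.28 (0.18 to 0.39) with CIA+LPS. Over whole libraries the log2 FC of CIA+LPS vs. Sham was 2.30 (2.26 to 2.34) for *Plac8*, 3.24 (3.14 to 3.33) for *Ly6c2*, 1.99 (1.96 to 2.03) for *Ifitm3*, 1.39 (1.30 to 1.48) for *Ifitm6*, 1.70 (1.60 to 1.80) for *F13a1*, 1.16 (1.10 to 1.22) for *Ccr2* and 1.84 (1.75 to 1.94) for *Ms4a4c*. Outside the study's list, the chemokine *Cxcl9* had 1 UMI in these cells of Sham, 706 in CIA and 1105 in CIA+LPS, at a log2 FC of 8.84 (6.36 to 14.15) and 8.86 (6.38 to 14.17). *Cd209a*, a lectin of monocyte-derived dendritic cells, was at −2.82 (−3.55 to −2.14) with CIA and −5.58 (−7.24 to −4.31) with CIA+LPS. Averaged over cells, the whole-library value of *F13a1* was 1.04.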

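Neutrophil-like cluster 12, in which the genes of the type I interferon response were highest among the 2 neutrophil-like clusters, held more of the libraries with LPS. It was 1.70% of Sham cells (1.34 to 2.12), 8.17% of LPS (7.24 to 9.17), 1.86% of CIA (1.46 to 2.33) and 11.0% of CIA+LPS (10.2 to 11.9). Of neutrophil-like cells it held 7.38% in Sham (5.86 to 9.15), 29.8% in LPS (26.8 to 32.9), 10.1% in CIA (8.03 to 12.6) and 47.7% in CIA+LPS (44.8 to 50.6). Relative to Sham its share of all cells was 4.80 (3.73 to 6.17) with LPS, 1.09 (0.794 to 1.50) with CIA and 6.48 (5.12 to 8.21) with CIA+LPS, and CIA+LPS over CIA was 5.94 (4.67 to 7.55). The LPS vs. Sham and CIA+LPS vs. CIA comparisons each lie within 1 capture well by the pattern of the tags. Clustered without the genes of Tables S1 and S2 its share of all cells was 1.61%, 8.26%, 1.73% and 10.7%. With each library clustered on its own, the share relative to Sham was 0.367 with LPS and 0.524 with CIA+LPS, since the neutrophil-like cluster of Sham highest in these genes was then its main one, with 21.4% of cells. With doublets removed these cells joined an unnamed cluster and no share was obtained.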

Cluster 7, attributed to the neutrophil cluster expressing the *Cxcr2* gene, was predominant in both CIA+LPS and LPS (vs. Sham and CIA). Top/unique genes expressed in cluster 7 included *Rsad2, Ccl3, Ccl4, Pde1a, Ifit3b, Ifit1, Ifit3, Ltf, and Cxcl10*. 

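*Rsad2* (viperin), *Ifit1* and *Ifit3*, antiviral genes of the interferon response, were higher in neutrophil-like cells of both libraries with LPS. *Rsad2* (chromosome 12, 26442746 to 26456452, GRCm38) was 129 CPM in neutrophil-like cells of Sham, 1067 in LPS, 198 in CIA and 487 in CIA+LPS, a log2 FC of 3.05 (2.88 to 3.22) for LPS vs. Sham and 1.30 (1.15 to 1.45) for CIA+LPS vs. CIA. *Ifit1* (chromosome 19, 34640871 to 34650009) had a log2 FC vs. Sham of 3.84 (3.46 to 4.25) with LPS, 2.06 (1.64 to 2.51) with CIA and 2.77 (2.37 to 3.18) with CIA+LPS, and *Ifit3* of 3.50 (3.09 to 3.93), 1.61 (1.15 to 2.08) and 2.72 (2.31 to 3.15). *Ifit3b* was at 3.06 (2.61 to 3.55) with LPS; it is a near-identical copy of *Ifit3*, so the split of reads between them is uncertain. *Cxcl10*, a chemokine that draws T cells, was at 6.09 (5.36 to 6.93) with LPS, 5.29 (4.55 to 6.13) with CIA and 6.87 (6.15 to 7.71) with CIA+LPS. The chemokine genes *Ccl3* and *Ccl4* were at 1.17 (1.13 to 1.21) and 1.13 (1.11 to 1.16) with LPS and at −1.22 (−1.28 to −1.16) and −0.60 (−0.64 to −0.57) with CIA. *Pde1a*, a cyclic nucleotide phosphodiesterase, was at −1.62 (−1.91 to −1.34) with CIA and 1.70 (1.43 to 1.98) for CIA+LPS vs. CIA. *Ltf*, the granule protein lactoferrin, went with arthritis more than with LPS, at 2.74 (1.95 to 3.64) with LPS, 4.93 (4.19 to 5.78) with CIA and 4.62 (3.88 to 5.47) with CIA+LPS. Of the type I interferon response list, 22 of 26 measured genes were at least 2-fold higher in neutrophil-like cells with LPS and 0 lower, 14 of 25 with CIA and 23 of 28 with CIA+LPS. Different clusters held these cells, cluster 2 in Sham and CIA and cluster 12 for much of CIA+LPS. Averaged over cells, the *Ltf* value was 3.57 with CIA and 3.81 with CIA+LPS.

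**Figure D2:**
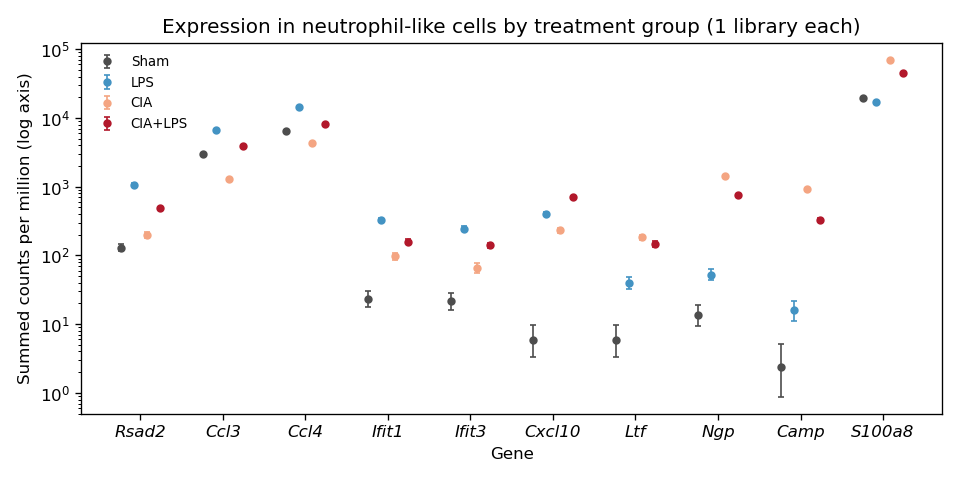
Summed counts in neutrophil-like cells as CPM (vertical log axis) of 10 genes in the Sham, LPS, CIA and CIA+LPS libraries, 1 library each; points are values and lines exact 95% Poisson intervals. *Rsad2* is highest in LPS at 1067 CPM, and *Ngp* and *Camp* are highest in CIA.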

Finally, T lymphocytes were increased with both CIA and CIA+LPS with predominant increases particularly observed for clusters 9 and 13 of CIA+LPS that included the following high expressing unique genes: *Cxcr6, IL17a, Ifng, Il1r1, Nebl, ctla4, Trdc, Cd5, Lat, IL19r1, Cd3g, Icos*, and *Sf6galnac3.*

Thus, in the following set of studies, we focused on delineating the immunophenotype of the lung monocyte-macrophage subpopulations by cell surface protein expression (as opposed to gene expression) to further characterize their role in CIA+LPS co-exposure by flow cytometry analysis.

### Co-exposure with CIA+LPS increases total cells and neutrophils and modulates CD11c^+^CD206^+^CD11b^var^ alveolar macrophages toward an activated status.

CIA+LPS co-exposure significantly increased total lung cell infiltrates vs. Sham, LPS, and CIA (**Figure 4A**). Neutrophil infiltrates (defined as CD11c^-^Ly6G^+^) were also significantly increased in CIA+LPS vs. Sham, LPS, and CIA with LPS exposure in isolation also increasing neutrophil infiltrates vs. Sham (**Figure 4B**). As outlined in the *Methods* section, monocyte-macrophage cell subpopulations were first broadly delineated based upon CD11c and CD11b expression into 3 groups: CD11c^+^CD11b^var^, CD11c^mid^CD11b^+^, and CD11c^-^CD11b^+^ cells. Alveolar macrophages (AMs) were defined as CD11c^+^CD206^+^CD11b^var^ (45–47) (**Figure 4C**). Moreover, these cells lacked expression of Ly6C and had high expression of the monocyte and macrophage marker F4/80 (ADGRE1) (65) (**Supplementary Figure 3**) as well as high expression of CD80 (**Figure 2C**) as AMs constitutively express CD80 (66). Here, we define 3 AM subpopulations: resting AMs (MHC Class II^lo^CD11b^lo^CD80^+^), alternatively activated AMs (MHC Class II^hi^CD11b^lo^CD80^+^), and activated AMs (MHC Class II^hi^CD11b^hi^CD80^+^) (**Figure 4C**).

**Figure 4:**
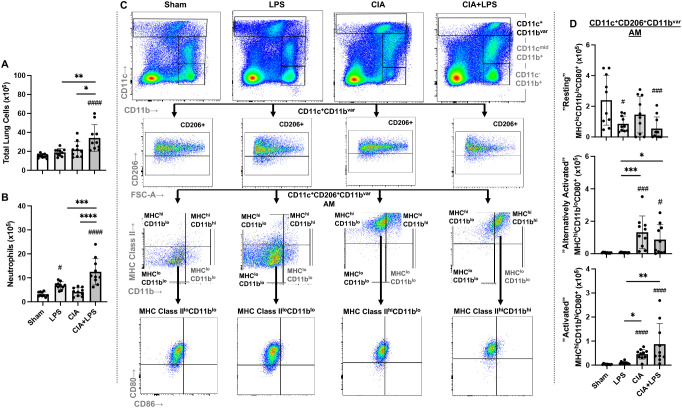
Lung total cell, neutrophil and CD11c^+^CD206^+^CD11b^var^ macrophage subpopulations vary by specific treatment group. **(A)** Total lung cells and **(B)** Ly6G^+^ neutrophils enumerated. **(C)** Representative contour plot highlighting the CD11c^+^CD11b^var^ macrophage subpopulations by one mouse per treatment group after removal of neutrophils gated from live CD45^+^ cells after excluding debris and doublets that are further delineated by CD206, MHC Class II and CD11b expression and costimulatory CD80 and CD86 expression. **(D)** CD11c^+^CD206^+^CD11b^var^ macrophage subpopulations defined as resting (MHC Class II^lo^, CD11b^lo^, CD80^+^), alternatively activated (MHC Class II^hi^, CD11b^lo^, CD80^+^), and activated (MHC Class II^hi^, CD11b^hi^, CD80^+^), differ across treatment groups. Scatter dot plots depict mean with SD bars of n=10 mice/group. *#* represent statistical significance versus Sham and brackets with * between groups. ^####,****^<0.0001; ^###,***^0.0001 to 0.001; ^**^0.001 to 0.1, ^#,*^0.01 to 0.05.

Overall, there was a decrease in resting AMs with LPS, CIA, and CIA+LPS treatment as compared to Sham. Instead, there was an increase in alternatively activated AMs and activated AMs with CIA and CIA+LPS vs. Sham (and vs. LPS) (**Figure 4D**).

### Co-exposure CIA+LPS induces high MHC Class II expression across both high and low Ly6C subpopulations of CD11c^mid^CD206^-^CD11b^+^ interstitial macrophages

The CD11c^mid^CD206^-^CD11b^+^ interstitial macrophage (IM) subpopulation was further delineated and enumerated by MHC Class II expression followed by Ly6C expression and CD80/CD86 expression across all treatment groups (**Figures 5A–E**). There was no difference across Sham, LPS, CIA, and CIA+LPS groups in MHC Class II low expressing IMs, regardless of Ly6C high vs. low expression status (**Figures 5A, B**). However, there were significant and robust increases in MHC Class II high-expressing IMs with CIA (5.8-fold increase) and CIA+LPS (7.9-fold increase) vs. Sham (**Figure 5C**). MHC Class II^hi^ IMs were then further characterized by Ly6C expression (**Figure 5C**). As compared to Sham, there were increases in both MHC Class II^hi^Ly6C^hi^ IMs and MHC Class II^hi^Ly6C^lo^ IMs (**Figure 5D**) with CIA (4.3-fold and 6.4-fold increase, respectively) and CIA+LPS (11.5-fold and 6.7-fold increase, respectively). These IM subpopulations were further delineated by co-stimulatory CD80 and CD86 expression (**Figure 5C**). There were significant increases in double CD80^+^/CD86^+^ expressing MHC Class II^hi^Ly6C^hi^ IMs for CIA+LPS vs. Sham (14.8-fold increase), vs. LPS (4.1-fold increase), and vs. CIA (3.6-fold increase) (**Figure 5E**). As compared to shame, there were also significant increases, but to a lesser degree, for these MHC Class II^hi^Ly6C^hi^ IMs for LPS (3.7-fold increase) and CIA (4.1-fold increase). For double CD80^+^/CD86^+^-expressing MHC Class II^hi^Ly6C^lo^ cells, there were increases with both CIA and CIA+LPS treatment groups vs. Sham and vs. LPS (**Figure 5E**). Complete expression patterns by co-stimulatory molecules (CD80, CD86, double positive and double negative) of the MHC Class II^hi^ IMs subpopulations by Ly6C expression are shown in **Table 1**.

**Figure 5:**
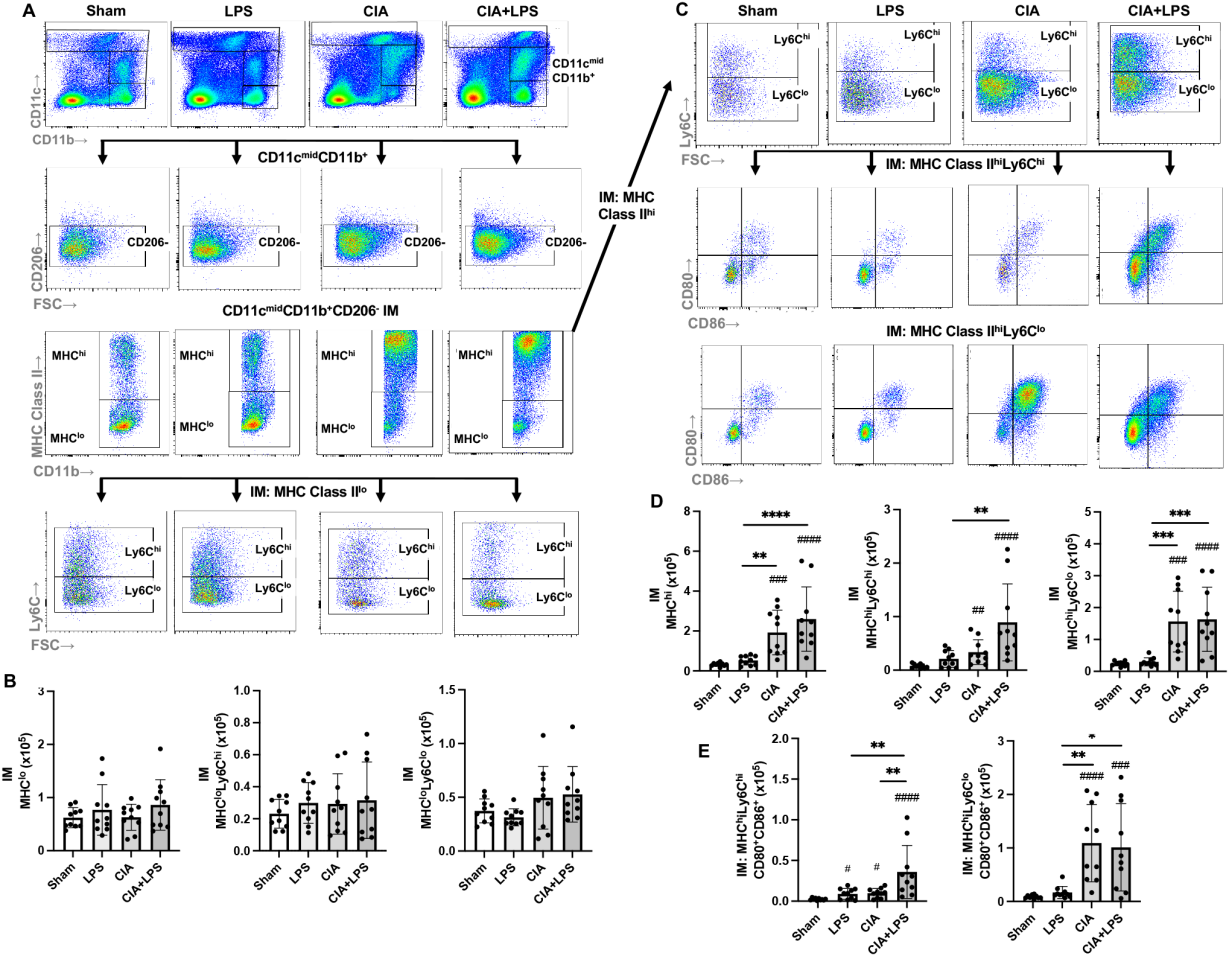
Lung CD11c^mid^CD11b^+^ interstitial macrophage subpopulations vary by specific treatment group. **(A)** Representative contour plot from one mouse per treatment group highlighting the CD11c^mid^CD11b^+^ interstitial macrophages (IM) after removal of neutrophils gated from live CD45^+^ cells debris and doublets that are further delineated by CD206 and MHC Class II with Ly6C expression of MHC Class II^lo^-expressing cells. **(B)** There is no difference in number of CD11c^mid^CD11b^+^CD206^-^MHC Class II^lo^ interstitial macrophages across treatment groups and correspondingly, there is no difference in number of these cells when further delineated by high or low Ly6C expression. **(C)** CD11c^mid^CD11b^+^MHC Class II high expressing cells were further delineated by Ly6C expression followed by CD80 and CD86 expression. **(D)** CD11c^mid^CD11b^+^CD206^-^MHC Class II^hi^ expressing interstitial macrophages and those cells with/without Ly6C expression cells were enumerated across treatment groups. **(E)** Double positive (CD80^+^CD86^+^) of MHC Class II^hi^ expressing macrophages were enumerated based on high/low Ly6C expression across treatment groups. (*Cell number distribution across treatment groups based upon CD80/CD86 expression is shown in* **Table 1**). Scatter dot plots depict mean with SD bars of n=10 mice/group. *#* represent statistical significance versus Sham and brackets with * between groups. ^####,****^<0.0001; ^###,***^0.0001 to 0.001; ^##,**^0.001 to 0.1, ^#,*^0.01 to 0.05.

**Table 1:** Expression patterns of co-stimulatory molecules of CD11c^mid^CD206^-^CD11b^+^ interstitial macrophage (IM) subpopulations.

	Sham	LPS	CIA	CIA+LPS
MHC^hi^Ly6C^hi^				
CD80^+^	0.033 (0.017)	0.102 (0.069)^#^	0.118 (0.068)^#^	0.401 (0.110)^#,*,†^
CD86^+^	0.035 (0.021)	0.139 (0.108)^#^	0.152 (0.110)^#^	0.539 (0.477)^#,†^
CD80^+^CD86^+^	0.0243 (0.128)	0.0893 (0.067)^#^	0.098 (0.058)^#^	0.358 (0.326)^#,*,†^
CD80^-^CD86^-^	0.034 (0.018)	0.094 (0.073)	0.166 (0.114)^#^	0.384 (0.358)^#,*^
MHC^hi^Ly6C^lo^				
CD80^+^	0.111 (0.039)	0.183 (0.114)	1.172 (0.769)^#,^^	1.075 (0.853)^#,†^
CD86^+^	0.114 (0.040)	0.207 (0.119)	1.274 (0.844)^#,^^	1.240 (0.932)^#,†^
CD80^+^CD86^+^	0.091 (0.033)	0.170 (0.113)	1.090 (0.722)^#,^^	1.012 (0.816)^#,†^
CD80^-^CD86^-^	0.110 (0.032)	0.0789 (0.022)	0.208 (0.088)^^^	0.330 (0.208)^#,*,†^

N=10 mice/group. Mean (SD).

Statistical significance (p<0.05) denoted as #vs. sham; *CIA+LPS vs. CIA, †CIA+LPS vs. LPS, ^CIA vs. LPS.

### Co-exposure CIA+LPS increased lung CD11c^-^CD206^-^CD11b^+^ monocytic-like cell subpopulations defined by high MHC Class II and/or high Ly6C expression

The CD11c^-^CD206-CD11b^+^ monocytic-like cell subpopulation was further delineated by MHC Class II expression followed by delineation by Ly6C and CD80/CD86 expression across treatment groups (**Figure 6A**). Overall, there was a lower frequency of MHC Class II^hi^ vs. MHC Class II^lo^ monocytic-like cells (**Figures 6B, C**). CIA+LPS co-exposure increased the number of MHC Class II^lo^Ly6C^hi^ monocytic-like cells as compared to all other treatment groups (**Figure 6B**). Whereas there was no difference between CIA+LPS vs. Sham for MHC Class II^lo^Ly6C^lo^ monocytic-like cells, this cell subpopulation was increased with CIA alone.

**Figure 6:**
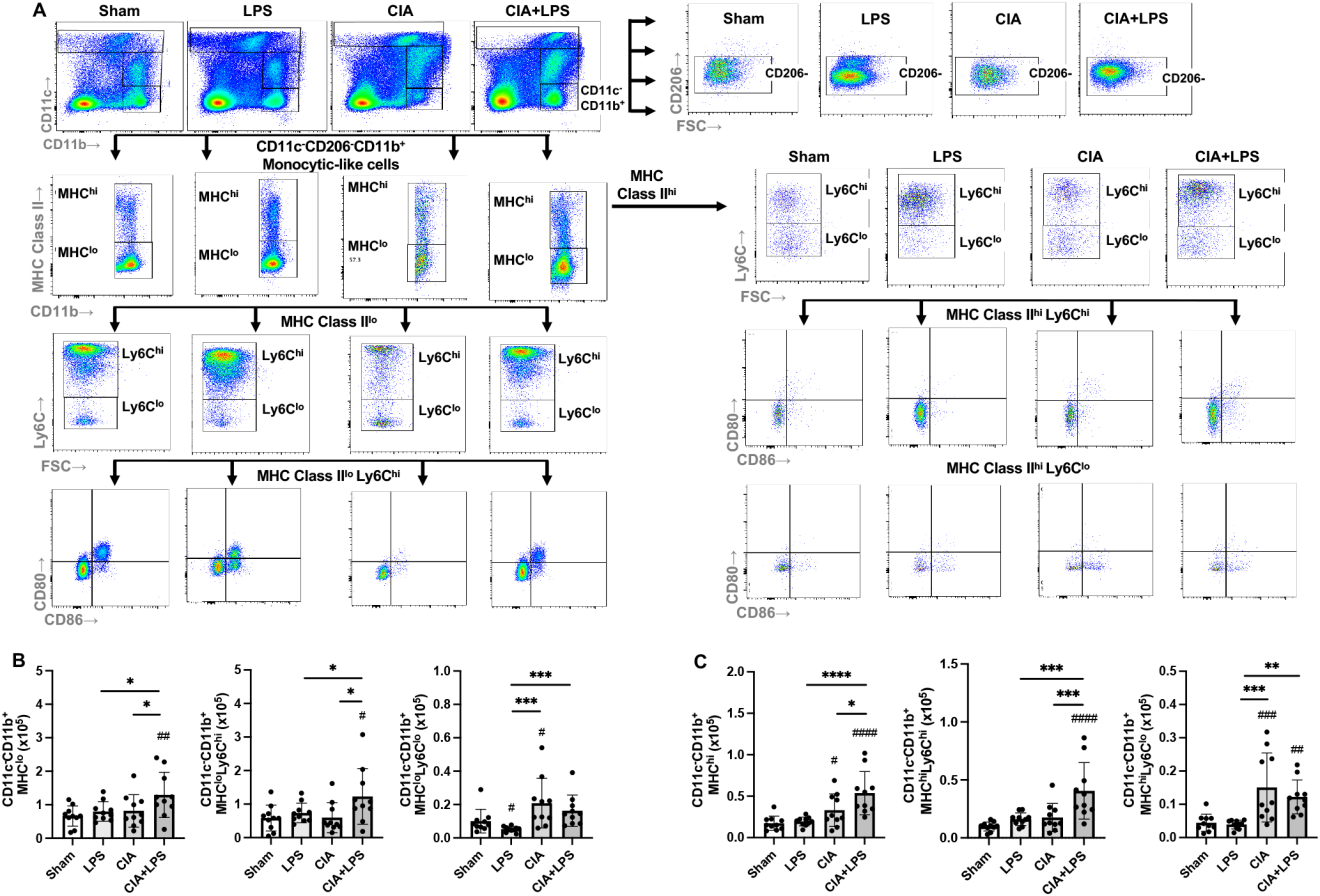
Lung CD11c^-^CD11b^+^ monocytic-like cell subpopulations vary by specific treatment group. **(A)** Representative contour plot from one mouse per treatment group highlighting the CD11c^-^CD11b^+^ monocytic-like cells after removal of neutrophils gated from live CD45^+^ cells debris and doublets that are further delineated in sequential manner by CD206, MHC Class II, Ly6C, and CD80/CD86 expression. Numbers of monocytic-like subpopulations based upon **(B)** MHC Class II^lo^ and Ly6C expression and **(C)** MHC Class II^hi^ and Ly6C expression enumerated across treatment groups. (*Cell number distribution across treatment groups based upon CD80/CD86 expression is shown in* **Table 2**). Scatter dot plots depict mean with SD bars of n=10 mice/group. *#* represent statistical significance versus Sham and brackets with * between groups. ^####,****^<0.0001; ^###,***^0.0001 to 0.001; ^##,**^0.001 to 0.1, ^#,*^0.01 to 0.05.

For the MHC Class II^hi^ monocytic-like cells, these cells were increased for both CIA and CIA+LPS (vs. Sham), but there were only increases in MHC ClassII^hi^Ly6C^hi^ for CIA+LPS as compared to all other groups (e.g., a 4-fold increase vs. Sharm) (**Figure 6C**). The MHC ClassII^hi^Ly6C^lo^ cells were increased for both CIA and CIA+LPS. The expression patterns by co-stimulatory molecules (CD80, CD86, double positive and double negative) of these monocytic-like subpopulations are summarized in **Table 2**.

**Table 2:** Expression patterns of co-stimulatory molecules of CD11c^-^CD206^-^CD11b^+^ monocytic-like cell subpopulations.

	Sham	LPS	CIA	CIA+LPS
MHC^hi^Ly6C^hi^				
CD80^+^	0.008 (0.005)	0.034 (0.036)^#^	0.026 (0.022)^#^	0.046 (0.033)^#^
CD86^+^	0.013 (0.008)	0.055 (0.058)^#^	0.034 (0.024)^#^	0.079 (0.059)^#^
CD80^+^CD86^+^	0.005 (0.003)	0.029 (0.037)	0.019 (0.018)	0.034 (0.028)^#^
CD80^-^CD86^-^	0.085 (0.036)	0.113 (0.050)	0.122 (0.072)	0.316 (0.228)^#,*,†^
MHC^hi^Ly6C^lo^				
CD80^+^	0.005 (0.002)	0.009 (0.005)^#^	0.009 (0.006)	0.015 (0.009)^#^
CD86^+^	0.010 (0.005)	0.015 (0.008)	0.054 (0.047)^#,^^	0.0538 (0.036)^#,†^
CD80^+^CD86^+^	0.002 (0.001)	0.006 (0.004)^#^	0.006 (0.005)^#^	0.011 (0.008)^#^
CD80^-^CD86^-^	0.032 (0.026)	0.021 (0.009)	0.093 (0.077)^#,^^	0.064 (0.025)^#,†^
MHC^lo^Ly6C^hi^				
CD80^+^	0.214 (0.197)	0.186 (0.066)	0.078 (0.080)^#,^^	0.199 (0.160)
CD86^+^	0.225 (0.143)	0.214 (0.076)	0.148 (0.162)	0.301 (0.311)
CD80^+^CD86^+^	0.145 (0.103)	0.149 (0.056)	0.071 (0.078)	0.151 (0.111)
CD80^-^CD86^-^	0.289 (0.192)	0.485 (0.216)	0.442 (0.304)	0.878 (0.487)^#,*,†^
MHC^lo^Ly6C^lo^				
CD80^+^	0.035 (0.016)	0.026 (0.009)	0.034 (0.027)	0.019 (0.020)
CD86^+^	0.052 (0.022)	0.032 (0.014)	0.041 (0.032)	0.027 (0.030)^#^
CD80^+^CD86^+^	0.034 (0.016)	0.024 (0.009)	0.031 (0.025)	0.017 (0.019)^#^
CD80^-^CD86^-^	0.047 (0.065)	0.019 (0.006)	0.164 (0.150)^#,^^	0.135 (0.102)^#,†^

N=10 mice/group. Mean (SD).

#vs. sham; *CIA+LPS vs. CIA, †CIA+LPS vs. LPS, ^CIA vs. LPS.

### Unique clustering by tSNE algorithm of monocytes-macrophages by treatment group highlight robust MHC Class II and Ly6C expression with co-exposure CIA+LPS

To provide visualization of the complex multi-dimensional data, the tSNE algorithm was applied to CD45^+^, neutrophil (Ly6G) negative, lymphocyte gate negative cells, combined and separated from a representative murine lung from each group (**Figure 7A**). The embedded tSNE mapping is demonstrated by contour plot with overlay colors by expression intensity, labeling cell marker expression from the combined map to provide visualization of marker expression differences (**Figure 7B**). CIA+LPS co-exposure demonstrates unique distribution with a striking cellular cluster shift towards the left that is delineated by high MHC Class II and CD11c expression as well as a predominant top and rightward cluster delineated by high Ly6C expression. Collectively, these flow cytometric studies highlight that co-exposure CIA+LPS uniquely and robustly upregulates MHC Class II and Ly6C expression across the heterogenous lung monocyte-macrophage cell spectrum, and this would imply a polarization state consistent of cells with activated, inflammatory, and pro-fibrotic features (27, 46, 49).

**Figure 7:**
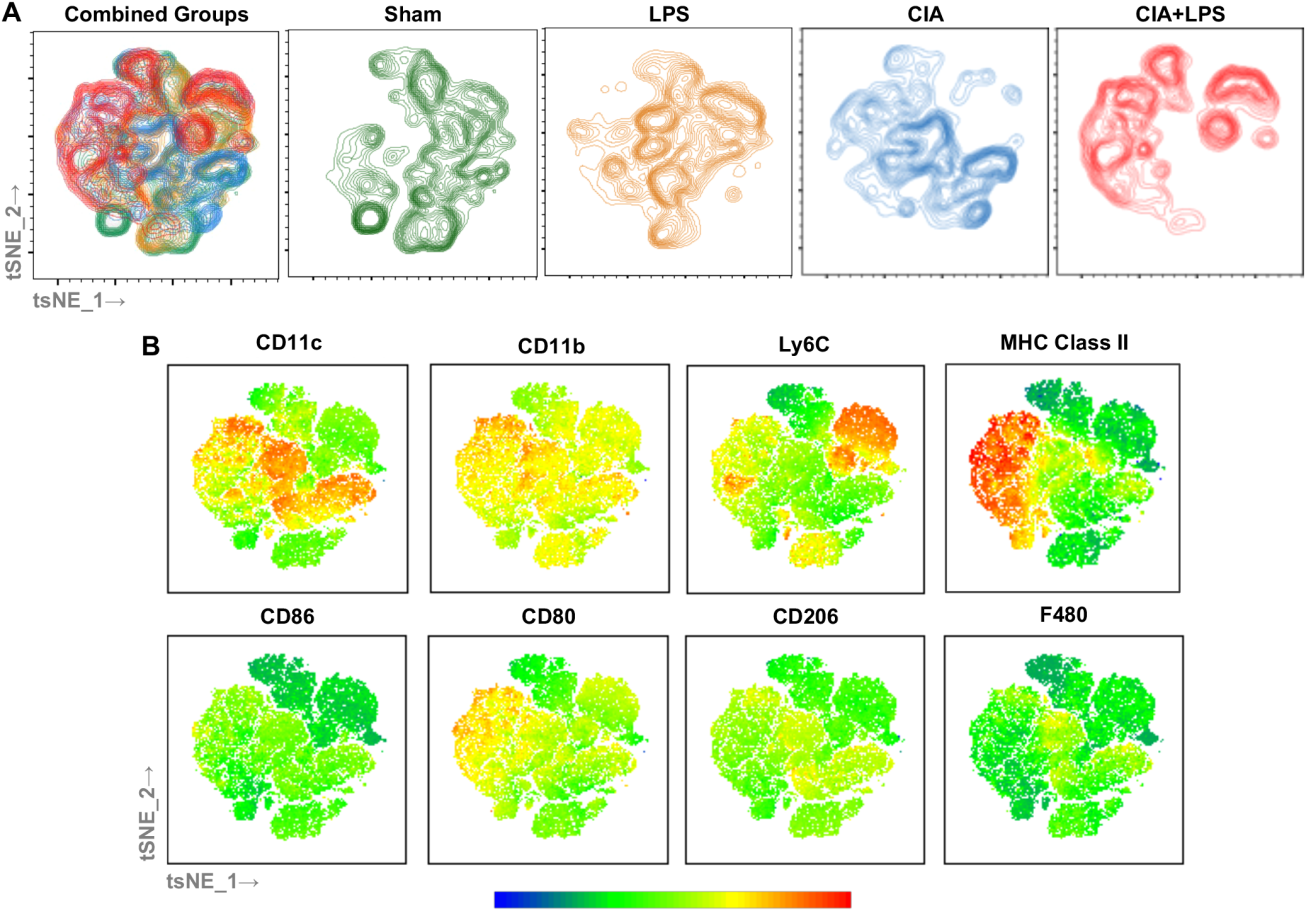
Clustering by tSNE algorithm of lung monocytes-macrophages from representative of each Sham, LPS, CIA, and CIA+LPS treatment group. **(A)** tSNE mapping of the data applied to non-debris, single, live CD45^+^Ly6G^-^lymphocyte gate^-^ cells (30,000 cells/sample) of a representative mouse lung combined and from each group (sham, LPA, CIA, CIA+LPS). **(B)** Multigraph overlays of staining intensity (blue: low and red: high) of cell surface markers utilized for delineating lung monocyte-macrophage subpopulations demonstrated by contour plots.

### Phagocytic activity of lung monocytes-macrophages differs across treatment condition and subpopulation

Phagocytic ability reflects an important innate immune function for host clearance of lung particulates and debris that was assessed in the 3 broadly defined monocyte-macrophage subpopulations: AM (CD11c^+^CD11b^var^), IM (CD11c^mid^CD11b^+^), and monocytic-like cells (CD11c^-^CD11b^+^) (**Figures 8A, B**). Representative histograms are shown for all treatment groups for each cell subpopulation (**Figure 8A**) with the phagocytic index of 4 samples of pooled mice (n=10 total mice/condition) for all treatment groups across each of the 3 cell subpopulations (**Figure 8B**). There were significant increases in phagocytic ability of both AMs and monocytic-like cells with LPS and CIA+LPS but not CIA vs. Sham. There was no difference in phagocytic ability for IMs across treatment groups. Next, phagocytic ability differences within treatment groups across cell subpopulations were assessed (**Figure 8C**). Within Sham mice and as compared to AMs, IMs demonstrated increased phagocytic ability and monocytic-like cells demonstrated decreased phagocytic ability. As phagocytic ability was generally increased with treatment groups for AMs, there was no difference between the phagocytic ability of AMs to that of IMs for LPS, CIA, and CIA+LPS. For all experimental groups, the phagocytic ability of monocytic-like cells was reduced in comparison to AMs and/or IMs.

**Figure 8:**
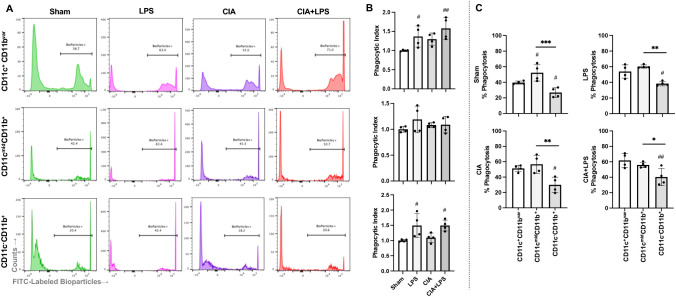
Phagocytic activity of lung monocyte-macrophage subpopulations across treatment groups. **(A)** Representative histograms from one mouse per treatment group depicting the phagocytic ability of the 3 generalized monocyte-macrophage subpopulations including CD11c^+^CD11b^var^, CD11c^mid^CD11b^+^, and CD11c^-^CD11b^+^ cells upon incubation with fluorescently labeled *E coli*. **(B)** Scatter plots with bars depict mean with SD of phagocytic index normalized to respective Sham cell population (% bioparticle positive per mouse divided by averaged Sham per experimental run). **(C)** % Phagocytosis (Bioparticle +) by treatment group across these 3 cell subpopulations. N=2-3 mice pooled per sample for 4 samples/group (N=10 mice/condition). ^***^0.0001 to 0.001; ^##,**^0.001 to 0.01, ^#,*^0.01 to 0.05.

As these studies collectively highlight the potential role for monocyte-derived lung macrophages in CIA+LPS, the following set of studies sought to determine the functional consequence of reducing the infiltration of lung macrophages by depleting the reservoir of circulating monocytes focused on CIA+LPS co-exposed mice.

### Systemic clodronate liposome delivery reduces CIA+LPS co-exposure-induced airway and cellular influx

To reduce the circulating/systemic reservoir of available monocytes-macrophages, mice were treated with intravenous clodronate liposomes (vs. vehicle control liposomes) one day prior to initiation of CIA+LPS co-exposure modeling with a dose repeated 1-week later (**Figure 9A**). In these proof-of-concept studies, the exposure model was terminated at 2 weeks (as opposed to 5 weeks) because of unacceptable tail vein irritation and inflammation from repeated clodronate and CIA injections. In the CIA+LPS mice, there were significant reductions (% reduction) in airway influx (BALF) of total cells (64%), neutrophils (73%), and lymphocytes (80%) but not macrophages with clodronate liposomes vs. vehicle (**Figure 9B**). Likewise, there were significant reductions in lung tissue infiltrates of total lung cells (50%), activated AMs (CD11c^+^CD11b^+^, 68%), IMs (71%), neutrophils (42%), CD4^+^ T cells (55%), CD8^+^ T cells (48%), and CD19^+^ B cells (44%) but not monocytic-like cells in CIA+LPS mice treated with clodronate liposomes vs. vehicle liposomes (**Figure 9C**).

**Figure 9:**
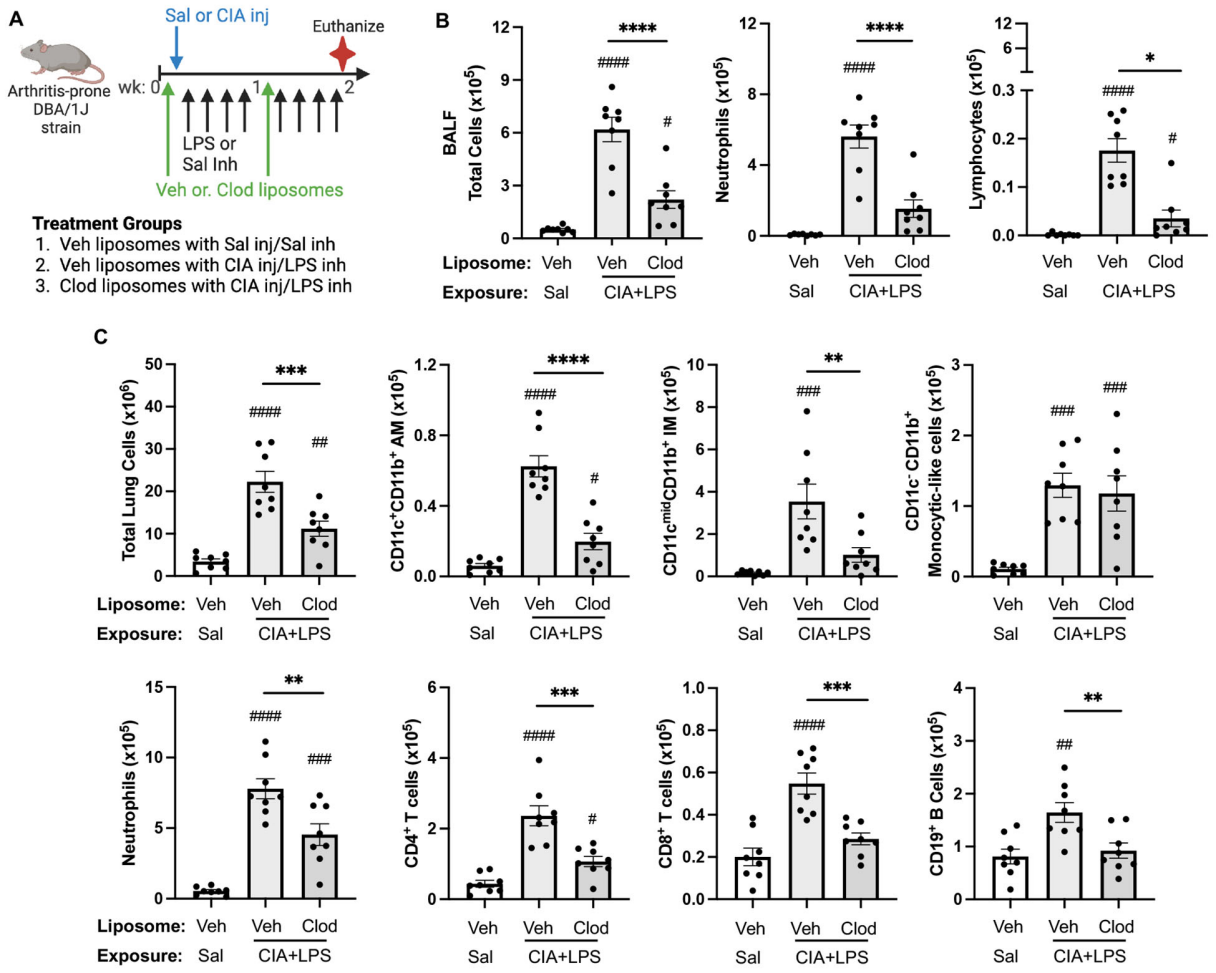
Systemic clodronate liposome delivery reduces 2-week CIA+LPS co-exposure-induced airway and lung tissue cellular influx. **(A)** Mice were treated with vehicle (Veh) control or clodronate (Clod) liposome twice (baseline and week 1), saline or CIA injection (inj) once at baseline, and then received intranasal inhalation with LPS (100 ng) or saline daily for 2 weeks (weekends excluded). **(B)** Bronchoalveolar lavage fluid (BALF) total cells, neutrophils, and lymphocytes and **(C)**, lung tissue cellular infiltrates. Total lung cells enumerated with number of lung cells determined by multiplying lung cell % gated population by flow cytometry by total lung cells enumerate from lung sample. AM, alveolar macrophages; IM, interstitial macrophages. All data expressed as mean with SD bars of n=8 mice/group. *Symbols* represent statistical significance versus vehicle liposome+saline exposures (#) or between CIA+LPS mice treated with vehicle versus clodronate liposomes (*). ^####,****^<0.0001; ^###,***^0.0001 to 0.001; ^##,**^0.001 to 0.1, ^#,*^0.01 to 0.05.

### CIA+LPS co-exposure induced mediators are reduced with systemic clodronate liposome delivery

Treatment with intravenous clodronate liposomes (vs. vehicle) also resulted in reductions (% reduction) in CIA+LPS-induced BALF levels of IL-6 (74%), CCL2 (85%, p=0.014), CCL7 (83%), neutrophil elastase (75%), and fibronectin (72%) (**Figure 10A**). There were also reductions in lung tissue homogenate levels of MMP-3 (18), MMP-9 (30%), and TIMP-1 (48%), in CIA+LPS mice treated with clodronate liposomes vs. vehicle liposomes (**Figure 10B**). However, there were no treatment differences between clodronate and vehicle in BALF levels of TNF-⍺ and CXCL2 or lung tissue homogenate levels of IL-6, TNF-⍺, CXCL2, CCL2, CCL7, neutrophil elastase, and fibronectin following CIA+LPS exposure (**Table 3**).

**Figure 10:**
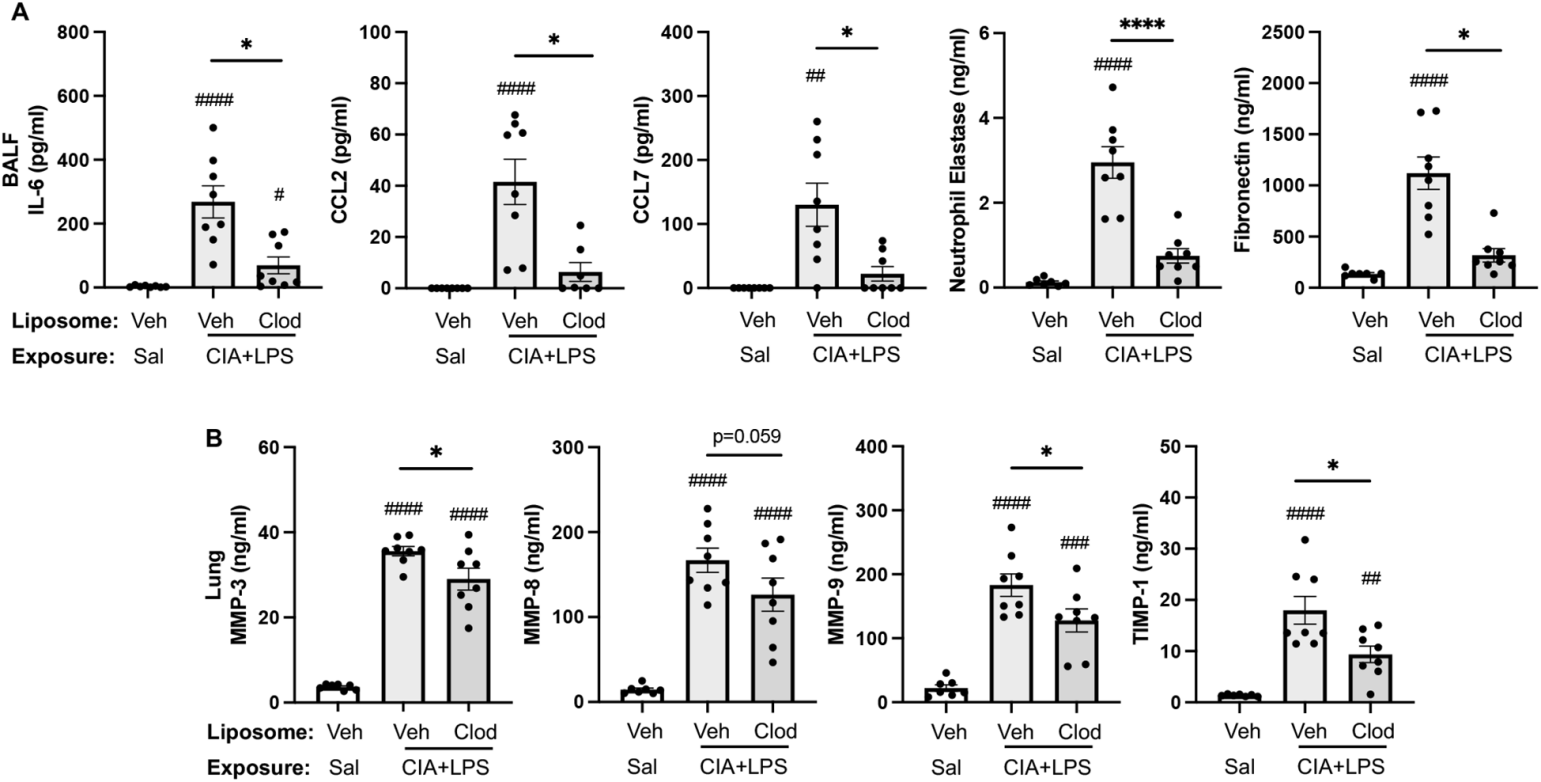
CIA+LPS co-exposure induced mediators reduced with systemic clodronate liposome delivery. **(A)** Bronchoalveolar lavage fluid (BALF) levels of IL-6, CCL2, CCL7, neutrophil elastase, and fibronectin. **(B)** Lung tissue homogenate levels of MMP-3, -8, -9, and TIMP-1. All data expressed as mean with SD bars of n=8 mice/group. *Symbols* represent statistical significance versus vehicle liposome+saline exposures (#) or between CIA+LPS mice treated with vehicle versus clodronate liposomes (*). ^####,****^<0.0001; ^###^0.0001 to 0.001; ^##^0.001 to 0.1, ^*^0.01 to 0.05.

**Table 3:** CIA+LPS co-exposure induced mediators not significantly affected by systemic clodronate liposome delivery.

	Vehicle Liposome & Sal+Sal	Vehicle Liposome & CIA+LPS	Clodronate Liposome & CIA+LPS
BALF			
TNF-⍺, pg/ml	6.7 (5.0)	186 (91.9)^###^	74.5 (30.3)^#^
CXCL2, pg/ml	56.4 (27.0)	88.2 (48.4)	89.5 (48.4)
Lung tissue			
IL-6	27.6 (18.4)	85.7 (46.2)^##^	31.3 (41.1)
TNF-⍺, pg/ml	0.4 (0.7)	51.6 (24.9)^###^	28.7 (20.7)^##^
CXCL2, pg/ml	55.5 (25.1)	619.4 (254.8)^####^	278.9 (175.3)^#^
CCL2, pg/ml	98 (39)	1422 (797)^###^	1098 (814)^##^
CCL7, pg/ml	28 (37)	1795 (1206)^###^	877 (679)^##^
Neutrophil Elastase, ng/ml	2.3 (2.6)	21.1 (10.8)^###^	12.3 (5.2)^##^
Fibronectin, ng/ml	62.4 (18.4)	201.7 (49)^###^	161.3 (62)^##^

Mean (SD), n=8 mice/group except n=7 mice/vehicle liposome & saline exposures for lung fibronectin, neutrophil elastase, and CXCL2.

*#*represent statistical significance versus vehicle liposome & saline exposures. ^####^<0.0001; ^###^0.0001 to 0.001; ^##^0.001 to 0.1, ^#^0.01 to.005.

### Systemic clodronate liposome delivery reduces CIA+LPS co-exposure induced lung tissue inflammation, infiltrating CCR2^+^ monocyte-macrophages and MPO^+^ neutrophils as well as vimentin and lung CIT and MAA autoantigen expression

Lung sections from mice treated with vehicle and clodronate liposomes with CIA+LPS co-exposure and control mice treated with vehicle liposomes and saline+saline were evaluated for histopathological changes by H&E, collagen by trichrome, CCR2^+^, and MPO^+^ cell infiltrates, vimentin expression, and expression of CIT and MAA autoantigens (**Figure 11A**). Semi-quantitative inflammatory scores following CIA+LPS exposure were significantly reduced with clodronate vs. vehicle control liposomes (**Figure 11B**). Correspondingly, CIA+LPS exposure-induced collagen deposition was reduced with clodronate vs. vehicle control liposome (**Figure 11C**). CIA+LPS-induced CCR2^+^ monocyte/macrophage cell infiltrates, quantified by flow cytometry, were reduced by 78% (**Figure 11D**) and MPO^+^ neutrophils were reduced by 53% (**Figure 11E**). Next, the expression of vimentin, an extracellular matrix protein that is also targeted by post-translational modifications generated during the process of inflammation and oxidative stress and expressed by monocyte/macrophages and lung mesenchymal cells, was reduced 98% in CIA+LPS mice treated with clodronate vs. vehicle (**Figure 11F**). Correspondingly, there were significant treatment-related reductions in the expression of lung autoantigens including reductions in the expression of CIT (76% reduction) and MAA (84% reduction) (**Figures 11G, H**).

**Figure 11:**
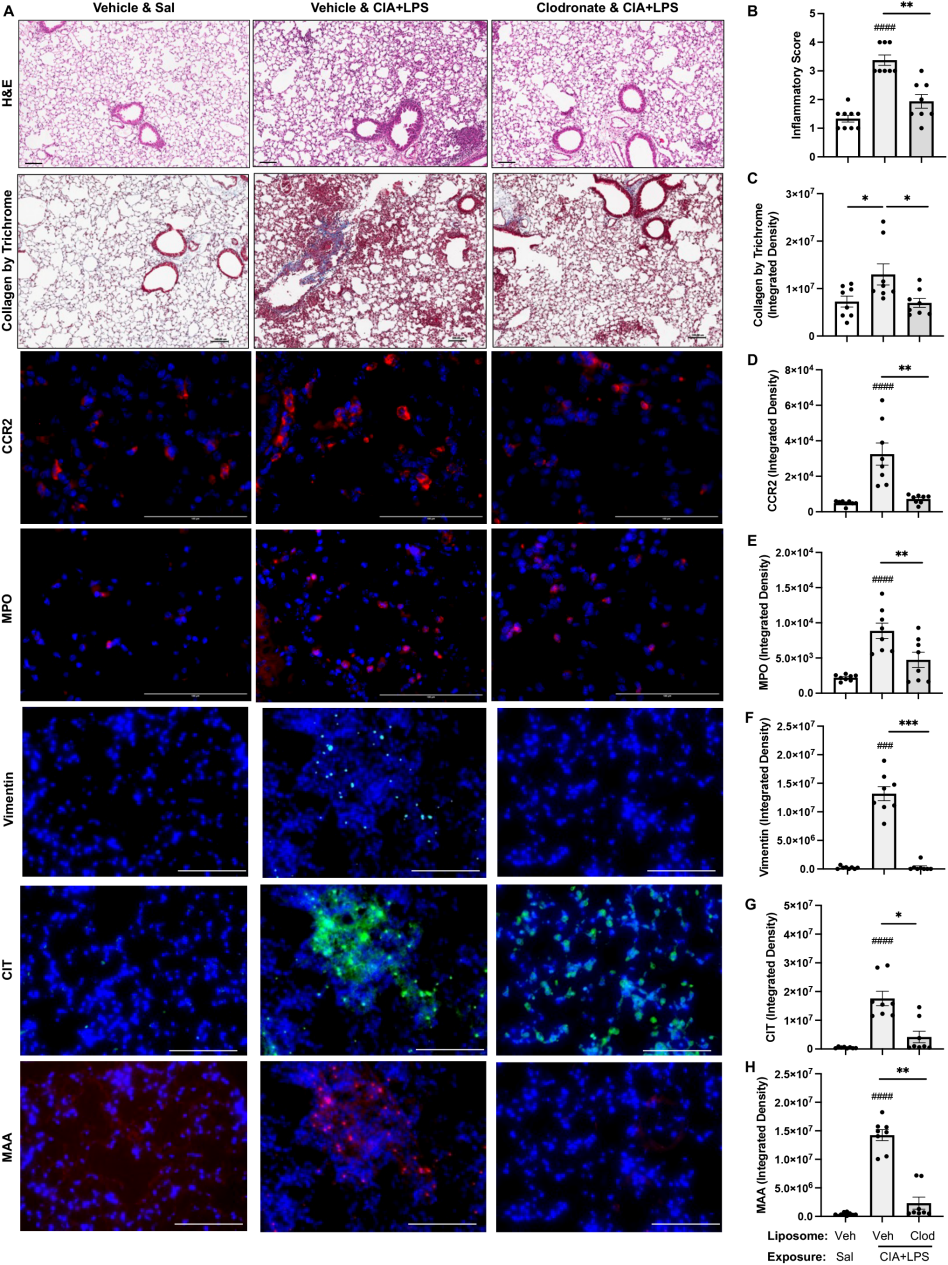
Systemic clodronate liposome delivery reduces CIA+LPS co-exposure induced lung tissue inflammation, collagen deposition, infiltrating CCR2^+^ monocyte-macrophage cells and myeloperoxidase (MPO)^+^ neutrophils, vimentin expression, and lung CIT and MAA autoantigen expression. **(A)** Representative images from treatment groups stained by H&E, collagen by trichrome, CCR2 (red), and MPO (red), vimentin (teal), citrulline (CIT, green), and malondialdehyde-acetaldehyde (MAA, red) modified proteins with DAPI nuclei staining (blue) by confocal microscopy. Scatter plots with bars depict mean with SD of **(B)** semi-quantitative lung inflammatory score and integrated density of **(C)** Collagen by trichrome, **(D)** CCR2 and **(E)** MPO, **(F)** vimentin, **(G)** CIT, and **(H)** MAA quantified per each mouse. Line scale denotes 100 μm. n=8 mice/group. *Symbols* represent statistical significance versus vehicle liposome+saline exposures (#) or between CIA+LPS mice treated with vehicle versus clodronate liposomes (*). ^####^<0.0001; ^###,***^0.0001 to 0.001; ^**^0.001 to 0.1, ^*^0.01 to 0.05.

## Discussion

RA-ILD represents the most overrepresented cause of death in RA (4, 67, 68). Knowledge of the critical cellular players, biomarkers of disease, and efficacious treatment options are limited, and the factors driving the development and progression of lung disease in RA are unclear. Studies herein demonstrate that the interaction of inhalation-induced airway inflammation and autoimmune arthritis resulted in lung disease associated with robust and activated monocyte/macrophages, which directly mediate the adverse lung consequences observed in this informative disease model. Moreover, CIA+LPS induced several subpopulations of activated AMs, recruited, inflammatory, and activated IMs, and activated/inflammatory monocytic-like cells, all sharing high expression levels of MHC Class II antigen, co-stimulatory molecule(s), and inflammatory markers (Ly6C, CD11b). Strikingly, IMs generated with CIA+LPS was more aligned to autoimmune arthritis induction than inhalant LPS exposure. Finally, the targeted depletion of circulating monocytes was associated with marked reductions in CIA+LPS-induced IMs, neutrophils, lymphocytes, inflammatory/pro-fibrotic mediators, and expression of vimentin and citrullinated and malondialdehyde acetaldehyde (MAA)-modified proteins/lung autoantigens. Collectively, the results of this study highlight the central role that infiltrating/recruited IMs appear to play in the pathogenesis of RA-ILD.

The complexity of the pathogenesis of RA-associated lung disease involves the dynamic interplay between environmental triggers and genetic susceptibility ultimately leading to a specific loss of tolerance and autoimmunity with increasing evidence suggesting that initial immune responses may be initiated at the level of pulmonary mucosa (69), noting that subclinical lung disease occurs in upwards of 30-40% of RA patients. In addition to measures of inflammation and histopathologic assessments, additional metrics were deployed in this study to better characterize lung disease in the CIA+LPS co-exposure animal model. Live micro-CT imaging revealed a gradual increase in non-aerated lung volume, a feature of lung fibrosis in mice, with corresponding increases in lung tissue density that were most apparent after 5 weeks. Interestingly, arthritis induction alone also increased lung density but not non-aerated lung volume, consistent with our data demonstrating increases in lung inflammation observed with CIA alone. Moreover, declines in lung function including reduced tissue compliance and increased resistance, were only observed in the co-exposed animals. Collectively, these imaging and functional studies support the use of this model as they align with observations demonstrated with other experimental lung fibrosis models including those employing bleomycin and silica.

In patients with RA-ILD, circulating monocytes demonstrate high expression of genes involved in macrophage differentiation-activation and pro-fibrosis processes (18). In this current study, single-cell RNA-seq studies identified a striking immune cell cluster (i.e., cluster 2) that was unique to CIA and CIA+LPS as opposed to Sham or LPS with a predominance of features characteristic of activated/inflammatory monocyte-derived macrophages. This observation coupled with human data of altered circulating monocytes in patients with RA-ILD may suggest that future approaches targeting and/or reducing lung monocyte/macrophage burden may be advantageous in RA lung disease. Moreover, complement genes were highly expressed with co-exposure CIA+LPS. 

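Within C1q macrophage-like cells, genes that respond to interferon gamma were higher with CIA and CIA+LPS, and *Retnla*, *Arg1* and *Fn1* were lower. The mix of cells in the class also differed, and whether the genes differed apart from it was not tested: at a doubled resolution 147 of the 207 Sham cells of the class, 43 of 708 in CIA and 5 of 1009 in CIA+LPS lay in an unnamed cluster led by *Fn1*, *Cxcl1*, *Il6* and *Arg1*. The guanylate-binding protein gene *Gbp8* had 2 UMIs in Sham, 910 in CIA and 1374 in CIA+LPS, a log2 FC of 6.54 (4.69 to 9.59) and 6.56 (4.70 to 9.61). *Gm4951* was at 7.84 (5.36 to 13.15) and 8.12 (5.64 to 13.42). The adhesion molecule *Vcam1*, with 1 UMI in Sham, was at 5.52 (3.02 to 10.83) with CIA and 5.26 (2.77 to 10.57) with CIA+LPS. The antigen presentation genes *H2-Aa* and *Cd74* had a log2 FC of 1.69 (1.64 to 1.73) and 1.56 (1.53 to 1.59) with CIA and of 1.83 (1.78 to 1.87) and 1.70 (1.67 to 1.73) with CIA+LPS. *Retnla*, a gene of alternatively activated macrophages, was 355 CPM in Sham, 183 in LPS, 10.7 in CIA and 45.5 in CIA+LPS, a log2 FC of −5.05 (−5.36 to −4.74) with CIA and −2.96 (−3.12 to −2.80) with CIA+LPS. *Arg1*, arginase 1, was at −5.30 (−6.05 to −4.63) with CIA and −2.13 (−2.42 to −1.84) with CIA+LPS, and fibronectin, *Fn1*, at −2.11 (−2.17 to −2.06) and −1.78 (−1.82 to −1.73). The chemokine *Ccl24* had 58 UMIs in Sham and 1 in CIA, a log2 FC of −8.14 (−13.47 to −5.61). Of the 31 measured genes of the list of profibrotic and scar-associated macrophages, 2 were at least 2-fold higher and 10 lower with CIA+LPS within the class. Averaged over cells, *Vcam1* was at 4.41 with CIA and 4.03 with CIA+LPS, and *Retnla* with CIA at −5.78. The paper reports that its cluster 2, matched to this class by genes, expresses *Itgax*, *Cd68*, *Mrc1*, *Itgam*, *F13a1* and *Ccr2*. It also reports a larger share of it with CIA and CIA+LPS. From this it proposes an importance for an infiltrating inflammatory and/or activated macrophage-monocyte subpopulation. In its discussion it describes a predominance of features of activated or inflammatory macrophages derived from monocytes. Its case further rests on flow cytometry and on depletion of circulating monocytes, which were not examined here.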

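Some complement genes other than the C1q chains were higher with CIA+LPS. Of 19 measured complement components and receptors, the C1q chains included, 10 were at least 2-fold higher and 2 lower over whole libraries with CIA+LPS vs. Sham (median log2 FC 1.03), against 5 of 18 higher and 1 lower with CIA (0.40) and 1 of 17 higher with LPS (0.36). *C3*, the central component, was 147 CPM in Sham, 229 in LPS, 232 in CIA and 371 in CIA+LPS, a log2 FC of 1.34 (1.29 to 1.38) for CIA+LPS. Factor B, *Cfb*, was at 1.28 (1.23 to 1.34) with LPS, 0.17 (0.11 to 0.23) with CIA and 1.03 (0.98 to 1.08) with CIA+LPS. *C4b*, with 10 UMIs in Sham and 471 in CIA+LPS, was at 5.46 (4.57 to 6.53), and the protease gene *C1s1*, with 11 and 388, at 5.04 (4.18 to 6.05). The anaphylatoxin receptor *C3ar1* was at 2.54 (2.40 to 2.68) and *C5ar1* at −0.53 (−0.59 to −0.47) with CIA+LPS. Within C1q macrophage-like cells *C3* was at 2.66 (2.46 to 2.86) and *Cfb* at 3.12 (2.86 to 3.39) with CIA+LPS, and 9 of 16 measured members of the list were higher and 0 lower, with a median of 1.33. At a doubled resolution 147 of the 207 Sham cells of this class, but 5 of the 1009 CIA+LPS cells, lay in a separate unnamed cluster. Averaged over cells, the whole-library values with CIA+LPS were 0.74 for the list median (0.14 with CIA), 4.38 for *C4b* and 1.75 for *C3ar1*, and with no minimum count the median within C1q macrophage-like cells was 0.75.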

Although dysregulation of the complement system appears to be an important factor in autoimmune and pulmonary disease and current therapies such as glucocorticoids, pirfenidone, and disease modifying antirheumatic drugs and targeted biologics may act indirectly on the complement system (70, 71), there are currently no therapies approved or recommended in RA-ILD that target the complement system. Other prominent monocyte/macrophage cluster specific genes expressed included interferon-related genes and genes involved with inflammation (*Apoe, Saa3*), cell adhesion (*Cadm1*), lipid metabolism (*Apoe, Pldbd1*), as well as those with less known immune cell functions involved in differentiation and activation (*Plac8, Ms4a4c, Ms4s7*) (72–75). 

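In C1q macrophage-like cells genes of the interferon gamma response were higher in all 3 groups, and genes of the type I response mainly with LPS alone. Of 31 measured interferon gamma response genes, 30 were at least 2-fold higher and 0 lower in C1q macrophage-like cells with CIA vs. Sham, 31 of 32 with CIA+LPS and 17 of 25 with LPS. The chemokine *Cxcl9* was 13.6 CPM in Sham, 52.4 in LPS, 237 in CIA and 282 in CIA+LPS, a log2 FC of 4.12 (3.57 to 4.74) with CIA and 4.37 (3.82 to 4.99) with CIA+LPS. Of the type I interferon response list, 20 of 26 measured genes were higher with LPS and 0 lower, 0 of 25 were higher and 7 lower with CIA, and 2 of 29 were higher and 2 lower with CIA+LPS. In these cells *Rsad2* was at 2.77 (2.27 to 3.31) with LPS, −1.82 (−2.46 to −1.17) with CIA and −0.40 (−0.91 to 0.14) with CIA+LPS. In classical monocyte-like cells 23 of 27 interferon gamma response genes were higher with CIA and 28 of 31 with CIA+LPS, and 12 of 25 and 8 of 22 type I genes. Of the 8 genes the paper names for its cluster 4, 7 were highest in the classical monocyte-like cluster and *Plbd1* in cluster 11, at 384 against 282 CPM. Of the 8 it names for its cluster 2, 7 were highest in the C1q macrophage-like cluster and *Cadm1*, a cell adhesion gene, in cluster 11, at 377 against 223 CPM. The mix of cells differed between groups in both classes: at a doubled resolution 147 of 207 C1q macrophage-like cells of Sham, 96 of 183 of LPS, 43 of 708 of CIA and 5 of 1009 of CIA+LPS lay in a separate unnamed cluster, and 188 of 308, 109 of 202, 132 of 339 and 325 of 609 classical monocyte-like cells in a nonclassical one. Averaged over cells, the *Cxcl9* values were 5.29 with CIA and 5.44 with CIA+LPS.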

Future studies may be warranted to further explore targeting these molecules and/or related signaling pathways for the development of novel approaches.

Macrophages in RA-ILD are heterogeneous and not only initiate the inflammatory response but also contribute to repair and resolution as these cells possess high plasticity and various immune functions (69). Without the environmental stimulant (i.e., inhalant endotoxin), our animal modeling studies demonstrated that systemic arthritis induction alone (i.e., CIA) strikingly increases MHC Class II expression across all monocyte-macrophage subpopulations in the lung with less robust expression of “inflammatory” and/or pro-fibrosis markers such as Ly6C (27, 49). High MHC Class II expression implies an increased potential for antigen presentation to T cells to potentially facilitate the activation of autoreactive T cells that target self-antigens (76). Thus, this suggests that CIA (and perhaps RA) alone acts to prime the lung for an adverse inflammatory response in the wake of an environmental stimulus with this “priming” effect mediated by monocytes. The addition of inhalant endotoxin potentiated monocyte/macrophage numbers, inflammatory marker expression, and phagocytic ability, underscoring that clinical lung disease development in RA likely requires multiple factors including environmental triggers. On the converse, it is well-recognized that repetitive endotoxin exposures are associated with chronic adaptation or tolerance responses; yet the current studies may imply that arthritis induction/autoimmunity may break endotoxin tolerance. Thus, combined modeling (CIA+LPS) strikingly potentiated/activated lung macrophages as compared to one-hit alone.

Depleting the reservoir of circulating monocytes in the setting of co-exposure suggests that systemic monocytes are a critical to orchestrating disease severity and progression. Monocyte-macrophage secretory products including IL-6 that contributes to the proliferation of T cells and inflammation/fibrosis (69) as well as leukocyte chemoattractants (CCL2 and CCL7), fibronectin and vimentin, were all markedly reduced in CIA+LPS mice following depletion of the circulating monocyte pool. Furthermore, there were robust reductions in both CIT- and MAA-modified protein generation following co-exposure with CIA+LPS resulting from the depletion of circulating monocytes. This is highly relevant as CIT and MAA stimulate undifferentiated macrophages and soluble factor secretion that drive an aggressive fibroblast phenotype and extracellular matrix deposition that characterize lung fibrosis (77–79). Moreover, these modifications have been implicated in promoting tolerance loss leading to disease-related autoimmunity (54, 69, 80). Although reductions were observed herein with the expression of extracellular matrix proteins, these reductions were relatively modest, suggesting that circulating and recruited monocytes/macrophages are not the major cellular source of these wound repair factors.

There are limitations to this study. This study focused on LPS as the inhalant exposure as it is commercially available, standardized to promote reproducibility, and is frequently contained in environmental/occupational exposures that have been implicated in RA (8–14, 81–83). Other airborne hazards relevant to RA-associated lung disease such as cigarette smoke, silica, complex air pollution/particulates, and chemical toxins/gases as well as combination of these exposures will need to be explored with and without systemic arthritis induction in future work. We also did not delineate and evaluate DCs; DCs are critical antigen presenting cells that also express high MHC Class II and co-stimulatory molecules as well as can express CD11c, CD11b, and Ly6C in various states, but uniquely express CD103 (as well Irf4, Xcr1, Siglec-H) and do not express CD206, CD68, and Siglec-F (45, 63, 64, 84–86), and as such, future studies are needed to careful delineate the smaller subset of DCs. Other potential future studies could include isolating specific cell populations to investigate *ex vivo* cellular and functional responses and/or the adoptive transfer of cells from a diseased mouse to a naïve mouse to determine whether adverse biological responses could be reproduced. Furthermore, direct depletion of lung macrophages by lung-delivery of clodronate liposomes at various time points in this co-exposure model, as opposed to systemic depletion, could also be investigated to determine functional consequences.

In conclusion, the interaction of inhalation-induced airway inflammation and autoimmune arthritis results in lung disease associated with uniquely activated infiltrating inflammatory monocytes-macrophages that mediate adverse lung consequences in mice. Whereas the induced IM immunophenotype is more aligned to arthritis induction than endotoxin exposure, co-exposure modeling offers unique features that informs RA-ILD pathogenesis that could be leveraged in future pre-clinical work. It will also be important for future studies to translate these observations to humans to fully understand the mechanisms and impact of the unique lung macrophage subpopulations of RA-ILD.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

How the deposited data were processed for this re-analysis (not part of the article)

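Cells from dissociated whole lungs of male DBA/1J mice were measured by 10x single-cell RNA sequencing in 4 libraries, 1 per group: Sham (4467 cells), LPS (3220 cells), CIA (3930 cells) and CIA+LPS (5131 cells), each from cells of 4 to 5 mice pooled by group. The authors made the deposited UMI counts with Cell Ranger 7.1.0, as the file headers give it, and per the paper reads were aligned with STAR to the mouse reference transcriptome and cells called with default settings. The genome build and annotation are not given in the sources used here. The values are raw counts per gene and cell. The between-sample normalization that the authors applied when they joined the libraries, and their Loupe Browser clusters, were not used here. Counts of 12 cell multiplexing tags stand beside the genes; they were summed per library and left out of library sizes. Gene positions come from GENCODE vM21 on GRCm38, in which 32158 gene IDs of the files (99.6%) were found.

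Counts were normalized per cell to 10000 UMIs and log-transformed, and 2000 variable genes, 30 principal components and 15 neighbours were used for Leiden clustering of all 16748 cells (scanpy 1.11.5, anndata 0.12.19, igraph 0.11.9, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0). The resolution was raised in steps of 0.1 until at least 16 clusters, the paper's number, were found, which gave 17 clusters at 0.4. Of 22 marker lists, some genes were picked after the paper's own genes had been seen. A cluster took the name of the list with the highest mean log2 fold over all other cells, with 10 CPM added to both sides. It stayed unnamed if that mean was under 1, fewer than 3 markers were at least 2-fold higher, no marker was among its 10 leading genes, an unrelated list had a mean of at least 1 and of 0.5 times the highest, another list held more of the leading genes, or over 10% of its cells had a Scrublet score above 0.2. These thresholds were set after the clusters had been seen. Clusters of 1 name were joined into a class, and 6 classes were compared between libraries. No cell was removed. Scrublet with its own thresholds marked 335 of 16748 cells (2.00%), but 3 in Sham and 0 in CIA+LPS, so a common score of 0.2, chosen after that was seen, was also used, which marked 653 cells (3.90%): 154 in Sham, 120 in LPS, 173 in CIA and 206 in CIA+LPS.

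Counts were summed per library and per library and class. A gene was compared where the 2 libraries together held at least 100 UMIs, or 50 UMIs within a class with at least 50 cells. The comparisons were LPS, CIA and CIA+LPS over Sham, CIA+LPS over LPS and CIA+LPS over CIA, and the departure from additivity, the log2 FC of CIA+LPS over CIA less that of LPS over Sham. With 1 library per group no test was made and no p-value was computed. Ratios of counts have exact Poisson intervals, which leave out the sampling of cells, and shares of cells have exact binomial intervals. Ratios of shares and departures from additivity have approximate normal intervals on the log scale. Intervals of list medians come from normal draws of counting error. Correlations across genes have a range over 200 resamples of genes, with 1 count added to each summed count. A gene absent from 1 library was compared against a floor of 3 counts. The precision follows the depth: in neutrophil-like cells the classes held 2513450 UMIs in Sham and 3594034 in CIA+LPS, and in alveolar macrophage-like cells 18899536 and 896183.

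The genes named are set by a rule: every gene that the paper's single-cell paragraphs name; per comparison over Sham, in whole libraries and in each class, the 10 largest and 10 smallest ratios whose interval excludes 2-fold, leaving out mitochondrial, ribosomal protein, immunoglobulin and sex genes; up to 4 members of each list, the 2 largest and 2 smallest; and the 10 largest and 10 smallest departures from additivity. Not all of them are printed, some are not reported here, and which to print was chosen after their values had been seen. Values in Tables S1 to S3 had been seen when the rule was made. The 20 gene lists are complement components and receptors, type I interferon response, interferon gamma response, MHC class II antigen presentation, MHC class I antigen presentation, alveolar macrophage identity and surfactant lipid handling, cholesterol synthesis and uptake, profibrotic and scar-associated macrophage, inflammatory cytokines and chemokines, neutrophil granule and immature neutrophil, aged or activated neutrophil, type 17 T cell, type 1 and cytotoxic lymphocyte, regulatory T cell and checkpoint, naive lymphocyte, B cell activation and plasma cell, cell cycle, dissociation and heat stress response, mitochondrial transcripts, and toll-like receptor 4 pathway and endotoxin tolerance. For each list the number of members at least 2-fold higher or lower is given, and its median was set beside 10000 random lists of genes of similar abundance. Table S3 was held only in part, so its clusters were not used for a set comparison.

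The alternatives for shares were removal of doublets, a filter of at least 500 genes and at most 10% mitochondrial UMIs, 0.5 and 2 times the resolution, 10 components, clustering without the 371 genes of Tables S1 and S2, clustering of each library on its own, and thinning of all libraries to the lowest mean of 7382 UMIs per cell. For ratios they were scaling by the median of ratios, scaling by trimmed mean of M-values (TMM) factors from edgeR 4.0.16 (R 4.3.3), the mean of per-cell CPM, thinning, no minimum count, 5 times the minimum count, removal of doublets and the cell filter. For correlations a mean with the same share for each of the 6 classes was added. It leaves out all other cells and adds 1 CPM to each value in place of 1 count. For shares of cells with a UMI, thinning to 500 UMIs or none was added. Figures were drawn with matplotlib 3.10.9. The calculation was tested on simulated data made from the Sham library, with results given with the other limits of the processing.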

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

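The tests of technical explanations reported in this part were all chosen after the results had been seen.

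The paper names interferon-related genes, and the list of the interferon gamma response, for which it gives no value, was higher with arthritis, with a median log2 FC vs. Sham of 2.48 over whole libraries with CIA and 3.05 with CIA+LPS, and higher in each of the 6 classes. Free RNA from other cells is argued against: after subtraction from each class of the highest share of the whole-library level reached by a gene foreign to it, the lowest class median, in T cell-like cells with CIA, was 1.03 (0.779 to 1.19). Foreign genes were limited to markers under 10% of their whole-library level, so that share lies under 10% by construction. Scaling is also argued against, since the lowest class median over 3 scalings was 1.21. The mix of cells within classes also differed. Alveolar macrophage-like cells lay mostly in cluster 1 in Sham and in cluster 16, led in part by the list members *Serpina3g* and *AW112010*, in CIA+LPS. What the mix adds to the class medians was not tested. B cell-like cells, a single cluster, had medians of 1.51 with CIA and 1.71 with CIA+LPS. The capture well stays open, because 0 comparisons of a library with arthritis with one without it lie inside 1 well, and there batch and condition cannot be told apart.

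The second pattern is the smaller alveolar macrophage-like share with CIA and CIA+LPS, beside which cluster 16, led by *Ubd*, appeared as a second group of these cells, with 3.46% of CIA cells and 1.77% of CIA+LPS cells. Placement of alveolar macrophages in other clusters with their genes kept is argued against by the median of their identity list over the whole CIA library, −1.84 (−1.87 to −1.79), although loss of these genes by cells that remained is not excluded. Dilution by C1q macrophage-like, monocyte-like or T cell-like cells alone is argued against by the ratio of alveolar macrophage-like to neutrophil-like cells, which with CIA was 0.247 (0.211 to 0.290) times that of Sham. An influx of neutrophil-like cells would also lower this ratio. Shares give no cell numbers, so a fall in the number of alveolar macrophages is not shown. By flow cytometry the paper reports fewer resting alveolar macrophages with LPS, CIA and CIA+LPS. It reports more activated and alternatively activated ones with CIA and CIA+LPS. The share of CIA+LPS was 0.284 (0.226 to 0.355) times that of CIA. If these 2 libraries share 1 well, as inferred, the well cannot account for that step. For CIA against Sham 0 comparisons lie inside 1 well, and batch and condition cannot be told apart.

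The third pattern is the higher RNA of neutrophil granule genes within neutrophil-like cells, a list for which the paper gives no value, with a median log2 FC vs. Sham of 1.67 with CIA and 1.19 with CIA+LPS. After subtraction of the level in B cell-like cells, which holds free RNA, the lower median, that of CIA+LPS, was 1.01 (0.727 to 1.20), which argues against free RNA. With the 50 most abundant genes left out of the library sizes it was 1.30 (1.23 to 1.33). These genes held 35.7% of neutrophil-like UMIs in Sham, 45.4% in CIA and 40.3% in CIA+LPS. Leaving out a larger share with arthritis could only raise the median. This value therefore does not decide whether a few genes taking most of the counts gave the pattern. The capture well stays open, since 0 comparisons across arthritis lie inside 1 well.

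Tag counts, which the paper's text does not mention, gave a second tag in each library: CMO302 with 2.48% of tag counts in Sham, CMO301 with 6.53% in LPS, CMO304 with 5.93% in CIA and CMO303 with 7.03% in CIA+LPS.

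Over whole libraries the ratio with LPS differed between groups for *Cxcl3*, a neutrophil-attracting chemokine, at a log2 FC of 1.54 for LPS vs. Sham and −1.66 for CIA+LPS vs. CIA, for *Car4*, carbonic anhydrase 4, at 1.42 and −1.79, and for *Ch25h*, cholesterol 25-hydroxylase, at 1.17 and −1.63, while the alveolar macrophage-like share of CIA+LPS was 0.284 times that of CIA and within these cells CIA+LPS vs. CIA was −0.20 (−0.49 to 0.08), 0.18 (−0.09 to 0.44) and 0.48 (0.01 to 0.94), whereas within C1q macrophage-like cells *Cxcl3* was at 1.30 (1.13 to 1.47) and −1.58 (−1.79 to −1.37) and *Ch25h* at 2.92 (1.98 to 4.04) and −2.08 (−2.69 to −1.49), a class in which an unnamed cluster at a doubled resolution held 147 of 207 cells in Sham, 96 of 183 in LPS, 43 of 708 in CIA and 5 of 1009 in CIA+LPS, and the difference was not tested.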

How the results depend on the processing

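Alternatives were planned except removal of doublets by a common score, which was chosen after the result was seen. No paired analysis was possible because each condition has 1 library and no test was made. A value was the same if it lay within the interval of the main value. Reversed meant a change of sign. For genes and departures it was open only where the main interval excluded 2-fold, and for list medians only at 2-fold or more. For correlations and shares relative to Sham it needed a main interval that excluded no effect. Any other change of sign counted as moved or as the same. Of 5535 values of single genes under an alternative, 4970 stayed within the rules for the same result, 565 moved and 0 reversed. For list medians the counts were 1148 of 1366 and 218 moved, for departures from additivity 97 of 102 and 5 moved, for correlations 95 of 128, 32 moved and 1 reversed, for shares of cells relative to Sham 194 of 219, 19 moved and 6 reversed, and for shares of cells with a UMI 182 of 476 and 294 moved, which depth sets by construction.

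Where a value moved, the cause was not tested, except where stated. Scaling by the median of ratios, TMM or the mean of per-cell CPM gave the complement list with CIA+LPS, 1.03, as 1.13, 1.14 and 0.74. The arthritis correlation, 0.868, was 0.519 with no minimum, which adds genes of few counts, 0.896 at 5 times the minimum, 0.834 by mean of per-cell CPM and 0.682 with the same share for each class. That of LPS, 0.331, was 0.0780, 0.408 and 0.256 with no minimum, 5 times the minimum and the same share, and in B cell-like cells −0.0459 became 0.0042 with no minimum. With doublets removed by Scrublet or by the common score, the neutrophil-like share relative to Sham was 0.941 and 0.901 with LPS (reversed from 1.19) and 0.579 and 0.564 with CIA+LPS (from 1.00), where the interferon neutrophil cluster carried markers of 2 unrelated classes and was left unnamed, which by construction takes it out of this class. For C1q macrophage-like cells, 2 times the resolution gave 1.97 with LPS, 12.8 with CIA and 14.5 with CIA+LPS. At 0.5 times it the values were 3.18 with CIA and 3.55 with CIA+LPS, without the genes of Tables S1 and S2 3.23 and 3.43, and with 10 components 3.62 with CIA+LPS. For classical monocyte-like cells the cell filter gave 1.11 with LPS and 1.61 with CIA, and 2 times the resolution, which puts part of them in a nonclassical cluster, 1.96 with CIA and 2.07 with CIA+LPS. With each library clustered on its own, the alveolar macrophage-like share was 0.953 with LPS and 0.285 with CIA, the T cell-like share 1.86, 3.40 and 2.92 with LPS, CIA and CIA+LPS, and the interferon neutrophil cluster 0.367 with LPS and 0.524 with CIA+LPS of all cells, and 0.307 and 0.520 of neutrophil-like cells, all 4 reversed. No value was obtained there for C1q macrophage-like and classical monocyte-like cells, alveolar macrophage-like cells of CIA+LPS or the interferon cluster of CIA, nor for the interferon cluster with doublets removed.

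Simulated counts were drawn with Poisson error, the error that the intervals assume. The rates below therefore do not cover other variation, such as that between mice. In simulated CIA over Sham data from the Sham library with 12285 genes, the interval excluded 2-fold for 1 of 71 genes changed 2-fold, 64 of 64 changed 4-fold, 58 of 58 changed 8-fold and 0 of 12092 unchanged. In a class with 5% of the counts and 7259 genes it did for 4 of 67, 55 of 56, 64 of 65 and 0 of 7071. Correlation was 0.013 with no effect and 0.838 with the same 200 genes changed, and in the class −0.00476 and 0.664.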

Differences from the paper's values

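Log2 FC were set beside those of Table S2, for which the paper states no error. Both come from the same cells and share their counting error, which serves here only as a measure of size. Values are said to differ where they lie further apart than it, which is no test of the 2 calculations. The comparison was planned and the genes are those the paper names. Over all genes of Table S2 the difference was beyond counting error for 15 of 245 with CIA, 0 of 16 with LPS and 20 of 347 with CIA+LPS.

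For *Apoe* with CIA the paper gives 2.97 and the value here is 3.00, and with CIA+LPS the paper gives 3.64 and the value here is 3.66. For *Retnlg* with CIA the paper gives 2.27 and the value here is 2.30, and with CIA+LPS the paper gives 1.59 and the value here is 1.62. These 4 differ under each of the 8 alternatives for ratios, and no setting reached the paper's value. For *Plac8* with CIA+LPS the paper gives 2.25 and the value here is 2.30. It differs also under the median of ratios and TMM (2.40 each), no minimum, 5 times the minimum and the mean of per-cell CPM (2.07). Under thinning and the cell filter, 2.29 each, and with doublets removed, 2.30, the difference lies within counting error. The between-sample normalization of the authors was not repeated, and whether it accounts for these differences was not tested.

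Of the genes the paper names for its cluster 2, 7 of 8 were highest in 1 cluster here, for cluster 4 also 7 of 8, for cluster 7 8 of 9 and for clusters 9 and 13 12 of 12, where *Sf6galnac3* was read as *St6galnac3* and the symbol *IL19r1* was not matched to a gene and was left out. The paper calls cluster 2 unique to CIA and CIA+LPS, while the C1q macrophage-like cluster here also held 207 cells of Sham, 4.63% of that library, and 1.28% at 2 times the resolution. The paper locates dendritic cells in its cluster 4, while *Siglech* and *Xcr1* were here highest in cluster 11 and not in the classical monocyte-like cluster. Membership of the paper's clusters was not used here, so clusters are matched by genes only.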

Other observations

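The comparisons in this part were planned, and which of their results to describe was chosen after the results had been seen. In alveolar macrophage-like cells RNA of the antigen presentation genes *H2-Aa* and *Cd74* was higher with arthritis. *H2-Aa*, an MHC class II chain, was 22.0 CPM in Sham, 30.5 in LPS, 1462 in CIA and 2763 in CIA+LPS, a log2 FC vs. Sham of 6.06 (5.91 to 6.21) with CIA and 6.98 (6.82 to 7.13) with CIA+LPS, and the invariant chain *Cd74* was at 5.92 (5.83 to 6.00) and 6.84 (6.75 to 6.92). These cells lay mostly in cluster 1 in Sham and in cluster 16 in CIA+LPS. Genes of cholesterol synthesis and uptake were at least 2-fold higher for 11 of 19 measured members with CIA+LPS, such as *Hmgcs1* at 1.22 (0.94 to 1.49). Cell cycle RNA was lower in them: 13 of 20 cell cycle genes were at least 2-fold lower with LPS, 18 of 20 with CIA and 13 of 20 with CIA+LPS, and the topoisomerase *Top2a* was at −1.59 (−1.79 to −1.40), −4.43 (−5.56 to −3.50) and −1.30 (−1.97 to −0.71). *Lcn2*, the iron-binding lipocalin 2, followed LPS, at 5.72 (5.28 to 6.19) with LPS, 2.48 (1.82 to 3.14) with CIA and 6.60 (6.12 to 7.11) with CIA+LPS. The scavenger receptor *Cd36* was at −0.94 (−1.01 to −0.87) with LPS and −5.11 (−6.24 to −4.18) with CIA+LPS.

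In B cell-like cells 15 of 22 measured genes of the interferon gamma response were at least 2-fold higher with CIA and 18 of 22 with CIA+LPS. The GTPase *Irgm1* was at 2.24 (1.71 to 2.80) and 2.80 (2.30 to 3.34), and *Iigp1*, with 0 UMIs in Sham, at least 4.99 and at least 5.91. Their class II genes stayed within 2-fold, with 0 of 16 higher. In these cells macrophage genes had counts in CIA+LPS too: 64 UMIs of *C1qb* against 1 in Sham, 6.12 (3.59 to 11.44), and 66 of *Saa3* against 3, 4.58 (2.97 to 6.89), which may be free RNA of other cells, since the highest share of the whole-library level reached by a gene foreign to these cells was 9.92% with CIA+LPS.

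The departure from additivity was largest for *Cd5l*, a macrophage survival gene, at 6.57 (1.67 to 11.47) from few counts in 3 libraries, and *Jchain* at 4.62 (3.59 to 5.66). The lipoxygenase *Alox15*, at 4.09 (2.80 to 5.38), was 0.566 CPM in Sham, 0.887 in LPS, 0.303 in CIA and 8.08 in CIA+LPS. For *Arg1* it was 2.83 (2.23 to 3.43) and for the lysozyme *Lyz1* 2.59 (2.36 to 2.82). It was −6.01 (−7.77 to −4.25) for *Sorcs1*, −4.16 (−4.96 to −3.36) for *Ccl12* and −3.98 (−5.28 to −2.67) for the growth factor *Csf2*.

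Over whole libraries the median log2 FC vs. Sham with LPS, CIA and CIA+LPS was 0.36, 0.40 and 1.03 for complement components and receptors, 1.14, 0.67 and 1.12 for type I interferon response, and 1.08, 2.48 and 3.05 for interferon gamma response. It was 0.08, 1.05 and 0.90 for MHC class II antigen presentation, 0.52, 1.21 and 1.56 for MHC class I antigen presentation, and −0.20, −1.84 and −2.78 for alveolar macrophage identity and surfactant lipid handling. It was 0.50, 1.60 and 2.09 for the type 17 T cell list, 0.62, 2.26 and 2.32 for type 1 and cytotoxic lymphocyte, 0.76, 1.29 and 1.65 for regulatory T cell and checkpoint, and 0.04, 0.21 and −0.40 for naive lymphocyte. It was 0.61, 0.32 and 0.65 for inflammatory cytokines and chemokines, 0.08, 1.73 and 1.46 for neutrophil granule and immature neutrophil, 0.30, −0.04 and 0.20 for aged or activated neutrophil, and 0.01, 0.07 and 0.11 for profibrotic and scar-associated macrophage. It was −1.03, −1.07 and −1.20 for cell cycle, −0.10, −0.34 and −0.28 for B cell activation and plasma cell, −0.15, 0.07 and −0.22 for cholesterol synthesis and uptake, and 0.08, −0.02 and 0.14 for toll-like receptor 4 pathway and endotoxin tolerance. For dissociation and heat stress response it was 0.01, −0.15 and −0.16, and for mitochondrial transcripts −0.07, −0.05 and −0.32. Under some alternatives medians near 0 changed sign. By mean of per-cell CPM the profibrotic list was at −0.02, −0.24 and −0.06 with LPS, CIA and CIA+LPS, inflammatory cytokines and chemokines at −0.06 with CIA (0.19 at 5 times the minimum), and the toll-like receptor 4 list at −0.06 with CIA+LPS. Scaled by the median of ratios or TMM, the CIA values of the toll-like receptor 4, aged or activated neutrophil and mitochondrial lists, and with doublets removed the LPS value of the dissociation list, also changed sign, all within 0.1 of 0. By mean of per-cell CPM other medians moved too: with CIA and CIA+LPS they were −0.53 and −0.71 for cell cycle, 1.23 and 0.98 for neutrophil granule, 0.81 and 0.53 for MHC class II, 1.60 and 2.10 for regulatory T cell and checkpoint, 2.66 and 3.42 for interferon gamma response, −1.76 and −2.43 for alveolar macrophage identity and −0.50 and −0.42 for dissociation. With CIA aged or activated neutrophil was then at −0.51 and toll-like receptor 4 at −0.28. Not every median that moved under an alternative is given.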
